# Characterization of spatial and temporal development of Type I and Type II hair cells in the mouse utricle using new cell-type-specific markers

**DOI:** 10.1242/bio.038083

**Published:** 2018-11-15

**Authors:** Stephen McInturff, Joseph C. Burns, Matthew W. Kelley

**Keywords:** Inner ear, Utricle, Hair cell, Atoh1, Striola, Calyx

## Abstract

The utricle of the inner ear, a vestibular sensory structure that mediates perception of linear acceleration, is comprised of two morphologically and physiologically distinct types of mechanosensory hair cells, referred to as Type Is and Type IIs. While these cell types are easily discriminated in an adult utricle, understanding their development has been hampered by a lack of molecular markers that can be used to identify each cell type prior to maturity. Therefore, we collected single hair cells at three different ages and used single cell RNAseq to characterize the transcriptomes of those cells. Analysis of differential gene expression identified *Spp1* as a specific marker for Type I hair cells and *Mapt* and *Anxa4* as specific markers for Type II hair cells. Antibody labeling confirmed the specificity of these markers which were then used to examine the temporal and spatial development of utricular hair cells. While Type I hair cells develop in a gradient that extends across the utricle from posterior-medial to anterior-lateral, Type II hair cells initially develop in the central striolar region and then extend uniformly towards the periphery. Finally, by combining these markers with genetic fate mapping, we demonstrate that over 98% of all Type I hair cells develop prior to birth while over 98% of Type II hair cells develop post-natally. These results are consistent with previous findings suggesting that Type I hair cells develop first and refute the hypothesis that Type II hair cells represent a transitional form between immature and Type I hair cells.

## Abstract (precis)

**Summary:** Single cell RNAseq was used to identify new markers for specific hair cell in the mammalian utricle. With these new markers, the developmental timing of specific types of hair cells was examined.

## INTRODUCTION

Within the vertebrate inner ear, vestibular sensory structures are stimulated by changes in acceleration or angular velocity facilitating the perception of head position or movement (Burns and Stone, 2017). The two otolithic sensory patches, the utricular and saccular maculae, mediate the perception of linear acceleration while the cristae associated with each of the three semi-circular canals detect angular motion. Each of the vestibular sensory epithelia contains mechanosensory hair cells (HCs) that act as the primary transducers for vestibular signaling. Utricular/saccular HCs clearly differ from HCs found in the cristae in terms of the length of their stereociliary bundles. But even within a single epithelium, HCs can be divided into Type I or Type II based on morphology, physiology and innervation (Deans, 2013; Eatock et al., 1998). In particular, Type I HCs are characterized by the presence of calyceal nerve endings that envelope almost the entire basolateral surface of the HC. In contrast, Type II HCs are contacted by multiple afferent fibers that form bouton-like synapses (Eatock et al., 1998). In addition, there are differences in morphology; Type I HCs are generally flask-shaped with a narrow neck while Type II HCs are more cylindrical (Fig. 1A). Finally, Type I HCs express a low-voltage-activated, outward-rectifying conductance, termed g_K,L_ which produces smaller, faster voltage responses by comparison with the K_V_ conductance in Type II HCs (Eatock and Songer, 2011; Rusch and Eatock, 1996). Despite clear differences in phenotype and function, our understanding of the development of vestibular HC types, including timing and specification remains limited.

Based on several studies, the development of the utricle is known to begin as a patch of sensory epithelium located in the mid-ventral region of the embryonic inner ear. Some cells within the sensory patch become post-mitotic as early as E11 in the mouse (Denman-Johnson and Forge, 1999; Raft et al., 2007; Ruben, 1967) and the first differentiating HCs can be seen by E12. However, unlike the cochlea, the utricular sensory patch continues to expand in size and add HCs through the early post-natal period. The spatial pattern of HC addition is less clear. Most growth occurs at the periphery of the sensory patch but HCs are also added centrally (Burns et al., 2012). Onset of function, based on vestibular-ocular reflex, occurs around P10, but when the epithelium becomes functionally mature is less clear. Further, the developmental timing and determination of Type I and Type II HCs is not known. This is in part because definitive molecular markers for each HC type have not been identified. Therefore, we used a combination of fate mapping and single cell RNA-Seq to identify new markers for Type I and Type II HCs and to map HC type development in the embryonic and post-natal utricle.

## RESULTS

### Spatiotemporal development of utricular HCs

The shape of the adult utricular sensory epithelium is ovoid with a noticeable hilus on the medial side. Further, a crescent-shaped striolar region containing a high density of Type I HCs is located near the center of the epithelium (Li et al., 2008; Desai et al., 2005) (Fig. 1B). There is also a greater density of Type I HCs compared to Type II HCs in the extrastriola, although the ratio is slightly less than in the striola. K_v_ currents of neonatal striolar HCs are slower to activate and less likely to inactivate compared to their extrastriolar counterparts, suggesting there could be further subtype diversity of the major Type I and Type II classes.

**Fig. 1.**
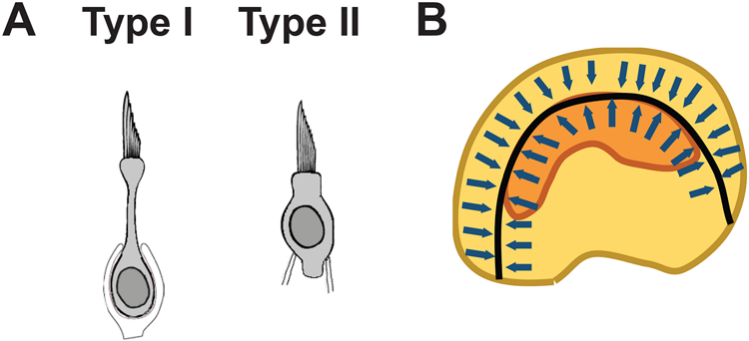
**Morphology of the utricle.** (A) Line drawings illustrating the morphologies of Type I and Type II HCs in the utricle. Type I HCs are flask shaped with a narrow neck while Type II HCs are cylindrical. In addition, Type I HCs are innervated by calyceal endings while Type IIs have bouton like synapses. (B) Overall morphology of the utricle. Arrows indicate the general orientation of HC stereociliary bundles relative to the line of reversal (black). The striola is indicated in orange.

While the specific roles of Type I and Type II HCs have not been determined, it is believed that the more derived Type I cells play a role in the perception of faster head movements (Curthoys et al., 2017; Eatock and Songer, 2011; Goldberg et al., 1990). Finally, HC stereociliary bundles are oriented differently in different regions of the utricle. In the medial 2/3s of the utricle, including the striola, HCs are uniformly oriented towards the lateral side while in the lateral 1/3 of the epithelium, cells are oriented medially (Fig. 1B). This pattern creates a line of polarity reversal located just lateral to the striolar region.

To determine the timing and pattern of HC development in the utricle, expression of an early, but transient, HC marker, *Atoh1* (*Atoh1^CreErt2^*) was combined with an *R26R^tdTomato^* reporter to mark new HCs generated at embryonic time points. Labeling was induced by injecting pregnant females with tamoxifen on E10.5, E11.5, E14.5, or E17.5. In addition, newborn pups were injected on P0.5. All animals were maintained until maturity (>P60) prior to fixation. Utricles were dissected and cells that expressed *Atoh1* at the time of induction were identified based on expression of tdTomato. HCs were labeled using an antibody against Myosin7A. Induction on E10.5 labeled a small number of HCs (average of 8 per utricle, *n*=4) which were located in the central region of the utricle, on the medial side of the line of reversal but in both striolar and medial extrastriolar regions (Fig. 2). The number of *Atoh1^+^*-HCs increased by an order of magnitude when induced at E11.5 (average 113.8, *n*=6), however labeled cells were still largely restricted to the central region of the utricle and did not cross the line of reversal (Fig. 2). Induction at E14.5 labeled more than twice as many cells (281.7, *n*=7) as at E11.5 and the distribution of those HCs included the entire central region of the utricle on both sides of the line of reversal. At E17.5, over 1200 *Atoh1^+^*-HCs were labeled with a distribution that included the entire utricle except for the extreme periphery. Finally, induction at P0.5 marked a similar number of HCs as observed at E17.5 with a distribution that extended throughout the sensory epithelium.

**Fig. 2.**
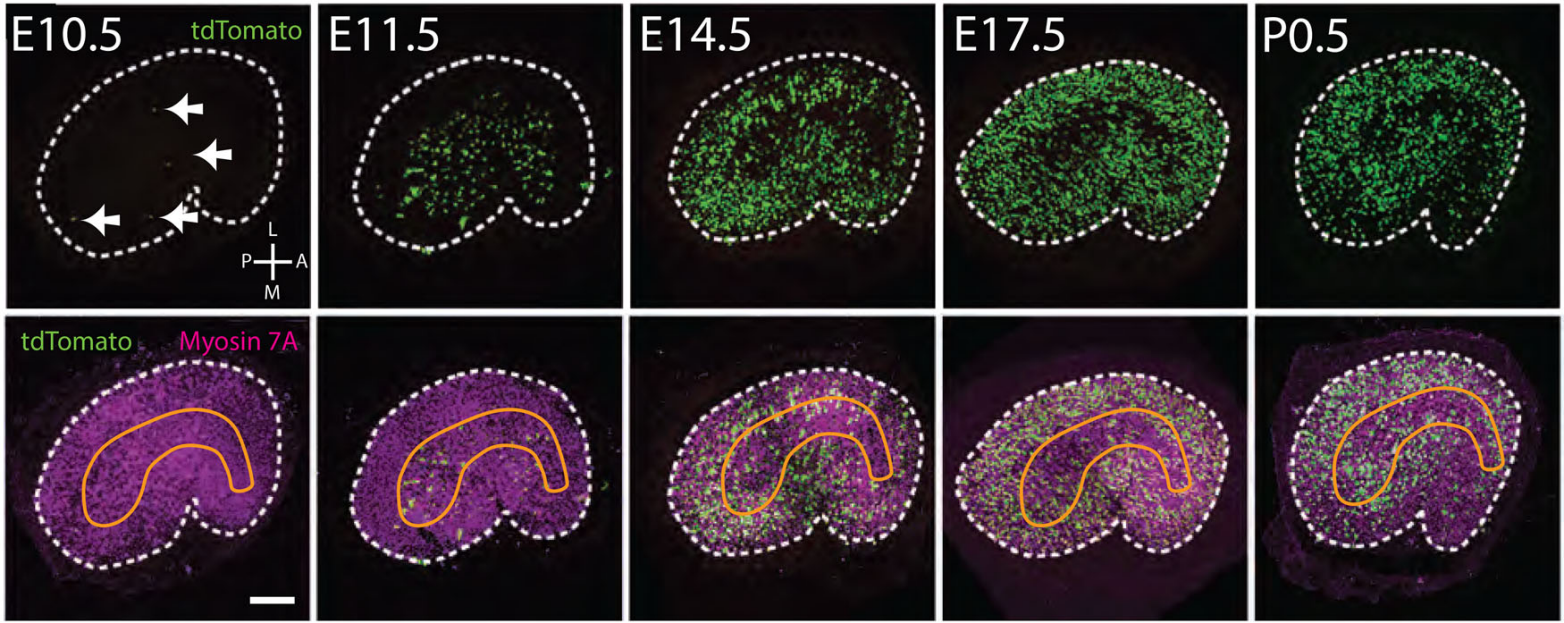
**HCs develop in a central-to-peripheral gradient.** Whole mount images of utricles from adult *Atoh1^creErt2^;R26R^tdTomato^* mice injected with Tamoxifen at the indicated gestational ages. Cells that expressed *Atoh1^+^* on the day of injection are marked in green and all HCs (Myosin7A^+^) are in magenta. Boundaries of the utricular sensory epithelium are indicated by dashed lines in each panel. The approximate position of the striola is indicated in orange in the lower row. The average number of *Atoh1^+^* cells labeled at E10.5 is low (8 per utricle) and those cells are scattered in the central posterior region (arrows). Induction at later time points indicates a central-to-peripheral gradient of addition of HCs. Orientation for all images is indicated in the upper left panel. Scale bar: 100 µm.

### Single cell RNA-Seq analysis of utricular HCs

As discussed, understanding the development of specific subtypes of utricular HCs has been difficult because of a lack of molecular markers that can be used to mark Type I or Type II HCs at ages prior to the maturation of afferent innervation during the first post-natal week (Rusch et al., 1998). 

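Hair cells (HCs) of the utricle, a vestibular organ that senses gravity and linear acceleration, were isolated from mice in which the *Gfi1 Cre* driver marks HCs with tdTomato. Each cell was trapped at its own site on a Fluidigm C1 chip, lysed there, and its cDNA was made into a separate library, so that 1 library is 1 cell. The cells analysed here came from 9 captures, with 37 cells from 4 captures at P1, 50 cells from 2 captures at P12 and 25 cells from 3 captures at P100. The captures carry the numbers of their labels, which are 2 to 5 at P1, 6 and 9 at P12, and 8, 10 and 11 at P100. A capture is a chip loaded with the pooled cells of several mice, and it was used as the replicate because cells of one chip share their mice and their handling. The HC type of each cell is the classification deposited by the authors, with 36 Immature, 33 Type I and 43 Type II cells. The authors derived these classes from the same expression values. A difference between the types in a gene, or in a summary of genes, is therefore not independent of how the types were defined. Every chip held cells of 1 age, so ages could be compared only between chips, against the spread of the chips within an age. For Type I cells of P100, which came from 1 chip, age and chip cannot be told apart.

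The authors mapped the reads to the NCBI transcriptome of GRCm38 with Bowtie 2, estimated TPM, the share of each gene among the transcripts of a cell, with RSEM, and scaled the cells of all ages together (nTPM). The deposited values are log2(nTPM + 1). The paper states that its gene by cell matrix was log normalized, but it gives neither the base nor the pseudocount. These were read from the values, of which the highest is 16.18. The table has 15560 rows, and 22 rows whose gene name had been turned into a spreadsheet date number were left out. TPM values keep no record of the number of reads, so the depth behind a value is unknown. Because 64.2% of all values are 0, a gene is described as listed at 0 and not as absent, and it is called detected in a cell at an nTPM of at least 1. The median number of genes detected per cell was 5359 in P1 Immature cells (range 4100 to 6822), 4734 in P12 Type I cells (3770 to 6011), 5667 in P12 Type II cells (4446 to 6880), 4313 in the 3 P100 Type I cells (2838 to 4503) and 5004.5 in P100 Type II cells (4122 to 6514). In each of captures 6, 8 and 9, which held both mature types, the median was lower in Type I than in Type II cells.

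The log2 values of the cells of one type in one capture were averaged. Single genes were compared by two-sided exact permutation tests of these capture means, and all genes with limma. These permutation tests treat the profiles as independent, although captures 6, 8 and 9 gave both Type I and Type II profiles and captures 2, 5 and 6 both Immature and Type I profiles. All differences are on the log2(nTPM + 1) scale, on which the change of a gene with low values is understated. A type was represented by 1 cell in captures 2 and 5 (Type I), 3 (Immature) and 6 (Immature).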

To identify new markers for each HC type, single HCs from P12 and P100 utricles were captured using the Fluidigm C1 platform and then profiled by RNA-Seq. A total of 51 HCs were collected at P12 and 25 HCs at P100. These data were then combined with a previously published single cell data set containing 37 P1 utricular HCs (Burns et al., 2015). 

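Of the 50 P12 cells analysed here, 18 came from capture 6 and 32 from capture 9. Their classification was Type I for 28 cells, Type II for 21 and Immature for 1. At P100, captures 8, 10 and 11 gave 10, 8 and 7 cells, of which 22 were classified as Type II and 3 as Type I. The 3 Type I cells all came from capture 8, so Type I cells at this age had no replicate capture.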

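The P1 cells came as 9, 1, 19 and 8 cells from captures 2, 3, 4 and 5, and the authors scaled them again together with the older cells. The summed nTPM of a cell, which shows this scaling, had a median of 908721 at P1, 873281 at P12 and 1044483 at P100. No pair of cells had near-identical values, since the largest correlation between 2 cells across genes was 0.635.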

Unbiased clustering of HCs from the three ages indicated three primary groups of cells. 

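With the paper's settings of the first 4 principal components (PCs) and a resolution of 1, Seurat 5.3.0 run on the deposited values placed the cells in 3 clusters. The first held 38 Type II cells, with 5 P12 Type I cells and the P12 Immature cell. The second held 33 P1 Immature cells and both P1 Type I cells. The third held 26 Type I cells of P12 and P100, with 5 Type II and 2 P1 Immature cells. In all, 15 cells lay in a cluster whose majority carried another label, and the adjusted Rand index between the clusters and the authors' labels, which is 1 for identical groupings, was 0.647. A resolution of 1.4 moved this result most and gave 5 clusters with an index of 0.511.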

Most P1 HCs clustered together, suggesting that HCs at this stage are largely homogenous and immature (Fig. 3A). 

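Of the 37 P1 cells, 35 were classified as Immature, which is 94.6% with an exact binomial 95% interval of 81.8 to 99.3% that covers counting error only. Each of these cells was also correlated with the mean P12 Type I cell and with the mean of the other P1 Immature cells. The first correlation minus the second had a median of -0.096, and it was above 0 in 2 of the 35 cells. These correlations are across genes, which are not independent replicates.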

Consistent with this conclusion, expression of *Atoh1*, a marker of immature HCs (Chen et al., 2002; Driver et al., 2013), was highest in the P1 cluster (Fig. 3A,B). In contrast, the remaining two groups contained cells from multiple time points. 

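*Atoh1* lies on chromosome 6 of GRCm38 from 64729125 to 64731245 and encodes a transcription factor. Its capture means in P1 Immature cells were 3.83, 4.76, 5.66 and 5.20 in captures 2, 3, 4 and 5, and the P12 Immature cell had 4.18. Over the 5 captures with Type II cells the means lay between 0.02 and 2.90, and over the 5 captures with Type I cells between 0 and 1.02. Every Immature profile was higher than every profile of the other types. The difference from Type I was 4.47 and that from Type II 3.36 (exact permutation test, two-sided, p = 0.00794 for both, the smallest p that 5 captures against 5 allow). Both had an adjusted p of 0.045 after Benjamini-Hochberg adjustment over 51 tests, of 17 genes in 3 comparisons. The difference from Type I moved most, to 7.34 with a pseudocount of 0.1 and 1.94 (adjusted p = 0.0506) with one of 10, and its adjusted p was 0.196 with profiles of at least 3 cells. That from Type II was 5.43 and 1.48 with these pseudocounts, and its adjusted p lay between 0.045 and 0.149 over 13 alternative settings. Within captures 2, 5 and 6, which held both, Immature minus Type I was 4.06 (exact p = 0.25, the smallest that 3 shared captures allow). With any 1 capture left out, the adjusted p of both differences lay between 0.0506 and 0.104. Of the 51 tests, 9 passed when adjusted over the list alone. For the same genes and comparisons, 2 of 51 results passed in limma with adjustment over all genes. The limma profiles left out the P1 Type I cells and the P12 Immature cell, so the 2 counts differ in more than the adjustment. The study named these genes from the same cells, so the first count is not independent evidence. *Atoh1* was detected in 31 of 35 P1 Immature cells (88.6%), 9 of 21 P12 Type II cells (42.9%) and 3 of 28 P12 Type I cells (10.7%).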

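The Type II label was carried by 21 P12 and 22 P100 cells and the Type I label by 2 P1, 28 P12 and 3 P100 cells. Type I cells were 56% of the P12 cells (exact binomial 95% interval 41.3 to 70.0%) and 12% of the P100 cells (2.55 to 31.2%). The share also differed between captures of one age. It was 44.4% in capture 6 and 62.5% in capture 9 at P12, and 30.0% in capture 8 at P100 against 0 of 15 cells in captures 10 and 11, for which the interval reaches 21.8%. With 2 captures at P12 and 3 at P100, no permutation of captures can give p under 0.1, so the difference between the ages was not tested.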

As a first step towards determining the identities of the cells in the other clusters, expression of *Calbindin2* (*Calb2*), also known as *Calretinin*, a known Type II HC marker in adult mice (Li et al., 2008; Desai et al., 2005; Zheng and Gao, 1997) was examined. Results indicated strong expression of *Calb2* in both the P1 cluster and one of the mixed age HC clusters. 

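*Calb2* (chromosome 8 of GRCm38, 110142526 to 110168212) encodes a calcium-binding protein. Its means in P1 Immature cells were 6.87, 7.23, 6.77 and 5.41 in captures 2, 3, 4 and 5. Over the 5 captures with Type II cells the mean was 8.44 ± 1.10 (SD, n = 5), and Immature cells including the P12 cell were 1.26 lower than Type II cells, a difference within the spread of the captures (exact permutation test, two-sided, p = 0.183). In capture 6, the only one with both, the single Immature cell was 1.77 higher. The means in Type I cells ranged from 0 in the P1 cell of capture 2 to 8.11 in the P1 cell of capture 5. The difference of Type I minus Type II, -4.63 (p = 0.0317 from the same test), did not pass adjustment over the 51 tests (adjusted p = 0.0899), although Type I cells had the lower mean in all 3 captures that held both types.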

Based on this pattern of expression, we hypothesized that the mixed age *Calb2^+^* cluster represents Type II HCs. The remaining mixed age HC cluster was tentatively designated as containing Type Is by process of elimination. To visualize the relationships between these cells, Principal Component Analysis (PCA) was performed (Fig. 3C). 

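The 2188 variable genes chosen with Seurat's mean.var.plot limits entered a PCA of all cells. PC1 held 3.08% of their variance and PC2 2.31%. PC positions are given in units of the SD over all cells. The 4 captures with P1 Immature cells had mean PC1 positions between -1.59 and -0.96, and the 8 profiles of Type I and Type II cells from P12 and P100 lay between -0.12 and 1.03, without overlap. The 2 P1 cells classified as Type I had PC1 positions of -0.43 and -0.58, between these groups.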

The three groups of cells identified by unbiased clustering were evident in the plot of the first two PCs with P1 HCs separated from older HCs along PC1. 

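On PC2 the 3 captures with P12 or P100 Type I cells had a mean position of 0.893 ± 0.224 (SD, n = 3) and the 5 captures with Type II cells one of -1.022 ± 0.43 (SD, n = 5). The difference of 1.92 was larger than the spread between captures (exact permutation test, two-sided, p = 0.0179, the smallest p that 3 captures against 5 allow). Because the classes were made by clustering on PCs of the same data, this separation is not independent evidence for them. Within captures 6, 8 and 9 the difference was 1.25, 1.94 and 1.91. Without capture 6, 8 or 9 it was 2.13, 1.85 and 1.92, each with p = 0.0667 from the same exact test.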

The remaining two clusters, tentatively designated as Type I and Type II were separated along PC2. 

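On PC1, where P1 Immature cells lay at the negative end, P12 and P100 Type I cells had a mean position of 0.783 ± 0.243 (SD, n = 3 captures) and Type II cells of 0.37 ± 0.275 (SD, n = 5). The difference of 0.412 gave p = 0.0179 in the two-sided exact permutation test, the smallest possible. Within captures 6, 8 and 9 it was 0.659, 0.322 and 0.502, and the mean of these 3 differences, 0.494, has a smallest possible exact p of 0.25. With a pseudocount of 10 the difference was 0.505 (p = 0.0714). Without capture 6 it was 0.412 (exact p = 0.0667), without capture 8 0.435 (p = 0.267) and without capture 9 0.329 (p = 0.333), and without capture 10 or 11 it gave p = 0.0286. A second measure, the correlation of each cell with the mean P1 Immature cell across 14195 genes, was 0.575 ± 0.026 (SD, n = 3 captures) for Type I and 0.618 ± 0.018 (SD, n = 5) for Type II cells (exact permutation test, two-sided, p = 0.0179). Type I cells also had fewer genes detected. With the number of detected genes in a fit of the cells within captures, the difference on PC1 was 0.822 and the difference in correlation was -0.005.

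**Figure D1:**
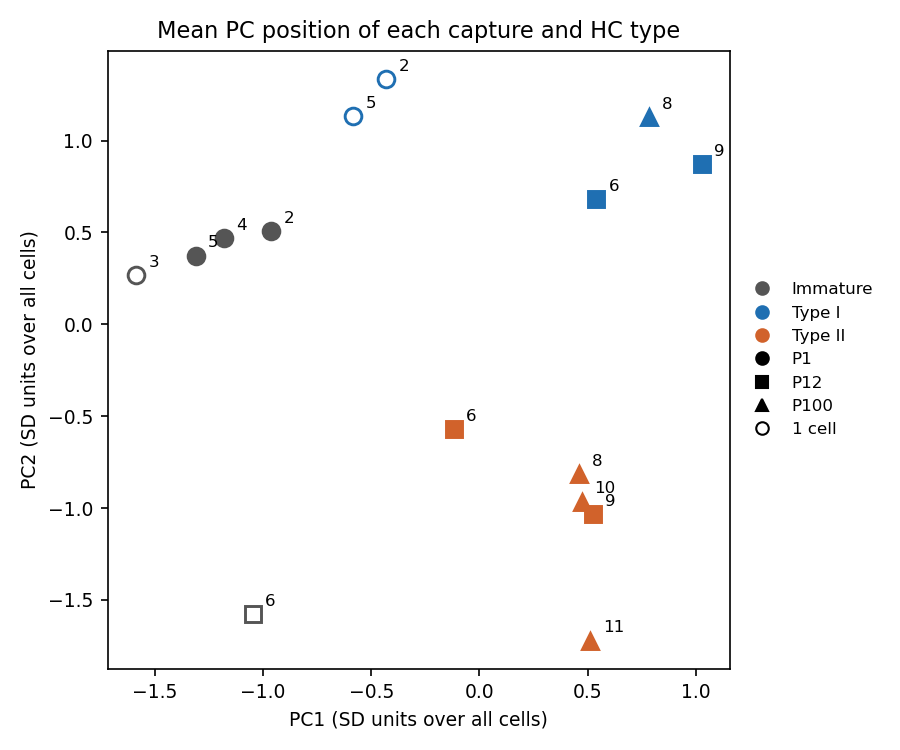
Mean PC1 position (x axis) and PC2 position (y axis) of each capture and HC type, in units of the SD over all cells. Color gives the HC type, shape the age, the number beside a point its capture, and open symbols mark profiles of 1 cell. Type I captures of P12 and P100 sit between 0.54 and 1.03 on PC1, and Type II captures between -0.12 and 0.52.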

Interestingly, Type I HCs segregated further along PC1 than did Type II HCs, suggesting that Type IIs might share more similarities with immature HCs.

**Fig. 3.**
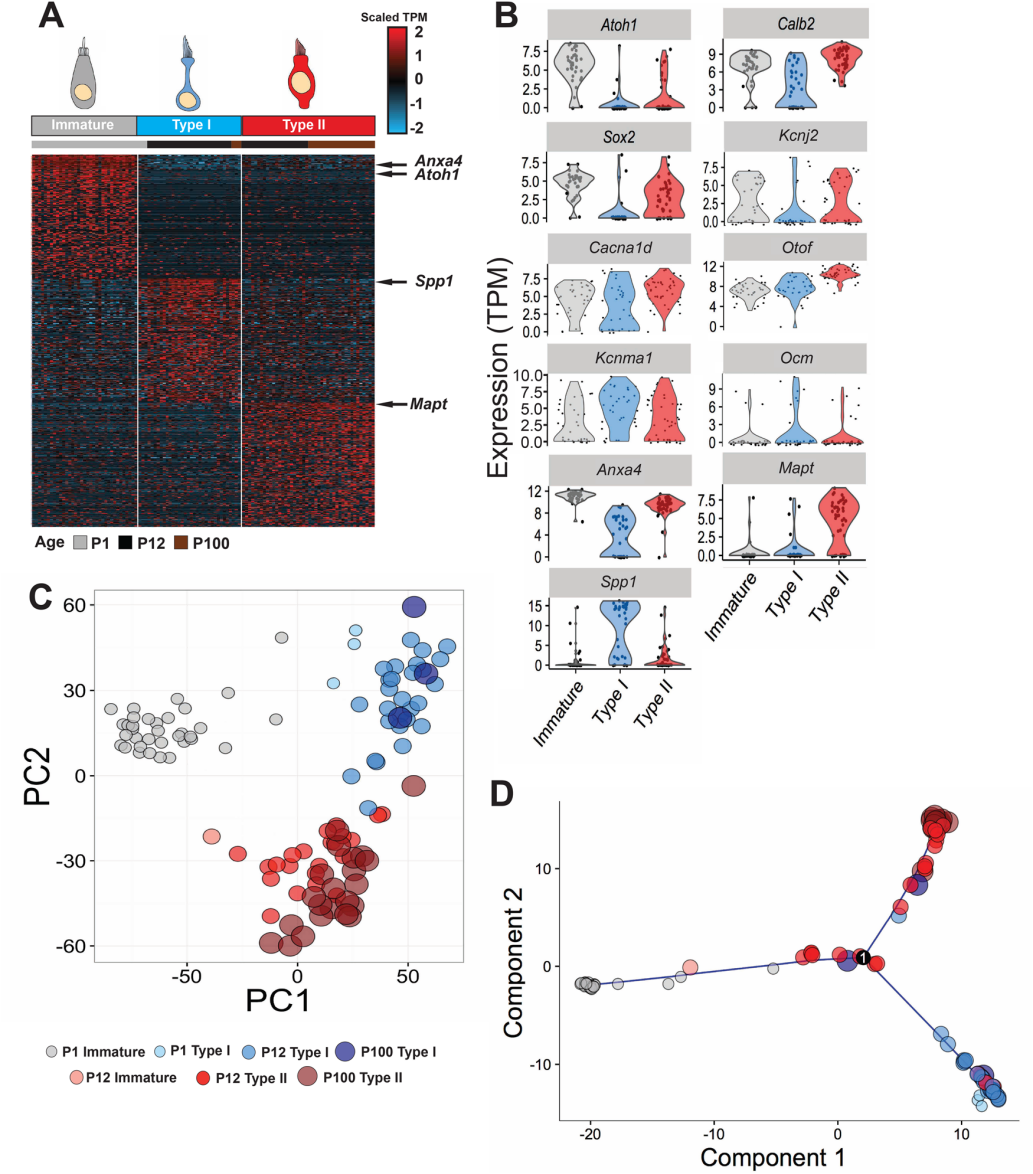
**Single cell analysis of HC development in the utricle.** (A) Heat map depicting expression of the top 200 differentially expressed genes in the single cell data set. Unbiased clustering indicates three distinct groups of HCs. Immature HCs are all derived from P1 utricles while the other two clusters, preliminarily classified as Type I and Type II, contain cells from both the P12 and P100 captures with a limited number of P1 HCs in the Type I group. (B) Violin plots illustrating expression levels for specific genes in cells from each HC group. Known markers of Type II HCs such as *Calb2* and *Kcnj2* show higher expression in the immature and putative Type II groups. In addition, three potential novel markers, *Anxa4* and *Mapt* for Type II HCs and *Spp1* for Type I HCs, were also identified. (C) Principal component analysis for the three groups identified in A. Each circle represents an individual cell and the age and type for each cell is indicated based on color and size. (D) Trajectory analysis for the same cells using Monocle. The results place immature hair cells at one side of the trajectory prior to a branch point that separates cells predominantly into Type I and Type II HC groups.

While these two clusters were primarily comprised of cells from P12 and P100, a small number of cells from the P1 data set clustered with the putative Type I group (smallest circles, light blue in Fig. 3C), suggesting that some mature Type I HCs (approximately 8.5% based on the total number of single cells captured at P1) are present in the utricle at P1. This result is consistent with published findings indicating the presence of a limited number of Type I HCs at P0 (Geleoc et al., 2004; Rusch et al., 1998). 

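Among the P1 cells analysed here, 2 of 37 carried the Type I classification, which is 5.41% (exact binomial 95% interval 0.661 to 18.2%, counting error only). One came from capture 2 and had 4117 genes detected, and the other from capture 5 with 3930. *Atoh1*, *Sox2*, *Spp1* and *Mapt* were listed at 0 in both cells.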

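*Ocm*, which encodes the calcium-binding protein oncomodulin, lies on chromosome 5 of GRCm38 from 144019807 to 144050640. In the 2 P1 cells classified as Type I it was 9.29 in the cell of capture 5 and listed at 0 in the cell of capture 2. It was detected in 4 of the 35 P1 Immature cells (11.4%, exact binomial 95% interval 3.2 to 26.7%), of which the highest had 8.91.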

In our previous report (Burns et al., 2015) we identified these cells as putative striolar Type I HCs since some cells in the cluster expressed *Ocm*, a known marker of this cell type (Simmons et al., 2010). 

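The number of clusters did not change with other numbers of PCs, another resolution below 1, other gene sets or Seurat's own scaling. With the first 3, 6 and 10 PCs there were 3 clusters each, and the adjusted Rand index with the labels was 0.689, 0.749 and 0.716. A resolution of 0.6 gave 3 clusters and an index of 0.668. With the 500 and the 5000 genes of highest variance the index was 0.779 and 0.752, and with LogNormalize 0.648, again with 3 clusters.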

At the clustering resolution utilized for this analysis, we only detected two major types of HCs. While further sub-clustering of the putative Type I population did suggest the presence of more diversity, our sample sizes were not high enough to draw definitive conclusions. Thus, we hypothesize that the largest separation in identity is between Type I and Type II HCs, independent of region, rather than striolar versus extrastriolar.

The distribution of cells along PC1 and PC2 suggested possible differentiation of immature cells along two paths, one leading to Type I HCs and a second leading to Type II HCs. To determine if this was the case, trajectory analysis was performed using Monocle (Trapnell et al., 2014) (Fig. 3D). Results indicate a trajectory with a single branch point. 

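Monocle was not used here. In its place, the cells were joined by a minimum spanning tree on their first 4 PCs, which connects all cells with the least total distance. Edges between cells of one type numbered 32 for Immature, 30 for Type I and 40 for Type II cells. Immature cells were joined to Type I cells by 2 edges and to Type II cells by 2, and 5 edges ran between Type I and Type II cells. When the labels were shuffled among the cells 1000 times, the median numbers of these mixed edges were 21, 27 and 25. The authors' classes came from clustering on the first 4 PCs of these data. Few mixed edges were therefore given in advance, and the shuffles do not test the classes. The tree orders no cells in time and does not test for a branch point.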

Immature cells are located at one node while Type I and Type II HCs are predominantly located along the two other branches.

### Identification of new markers for HC subtypes

To determine whether the two clusters comprising cells from different ages represent Type I and Type II HCs, we examined expression of known markers for each cell type in the single cell data set. 

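*Sox2* (chromosome 3 of GRCm38, 34649995 to 34652461) was detected in 32 of 35 P1 Immature cells (91.4%), 18 of 21 P12 Type II cells (85.7%), 12 of 22 P100 Type II cells (54.5%) and 4 of 28 P12 Type I cells (14.3%). Its means in captures 2, 3, 4 and 5 were 3.83, 2.57, 4.85 and 4.61 in P1 Immature cells. In Type II cells they were 4.48 and 3.40 at P12 and 2.26, 0.86 and 1.63 at P100. In Type I cells they were 1.81 in capture 6 and 0.10 in capture 9, and the gene was listed at 0 in every Type I cell of P1 and P100. Immature cells were 3.78 higher than Type I cells, with each of 5 Immature profiles above each of 5 Type I profiles (exact permutation test, two-sided, p = 0.00794, adjusted p = 0.045, and 0.0506 to 0.104 with any 1 capture left out). Within captures 2, 5 and 6 alone, this difference was 3.86 (exact p = 0.25, the smallest possible). Type I minus Type II was -2.14, lower in 3 of the 3 captures with both types (p = 0.0238 from the same test), and did not pass the adjustment (adjusted p = 0.0867).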

Expression of *Sox2*, which is broadly expressed in immature HCs but subsequently down-regulated in Type I HCs (Oesterle et al., 2008), was significantly upregulated in the immature and putative Type II clusters (*P*<0.05; Fig. 3A,B). Similarly, *Kcnj2* (*Kir2.1*), which has been reported to be expressed in most immature HCs but is only maintained in Type IIs, showed significant elevation in the immature and putative Type II clusters (Levin and Holt, 2012). Therefore, known markers of Type II HCs were enriched in the immature and Type II clusters.

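*Kcnj2* lies on chromosome 11 of GRCm38 from 111066164 to 111076825 and encodes an inward rectifier potassium channel. It was detected in 19 of 35 P1 Immature cells (54.3%, exact binomial 95% interval 36.6 to 71.2%), 12 of 21 P12 Type II cells (57.1%), 9 of 22 P100 Type II cells (40.9%), 7 of 28 P12 Type I cells (25.0%, 10.7 to 44.9%) and 0 of 3 P100 Type I cells. The capture means overlapped between the types. Type I minus Type II was -1.15 (exact permutation test, two-sided, p = 0.159, adjusted p = 0.258), with the lower mean in Type I cells in 3 of 3 captures. With any 1 capture left out this difference lay between -1.575 and -0.71. Immature minus Type I was 1.08 (p = 0.294 from the same test, adjusted p = 0.394), with capture means between 0 and 4.25 in Immature and between 0 and 3.14 in Type I cells. Neither difference was larger than the spread between captures.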

Next, we examined the expression of four genes, *Cacna1d* (*Cav1.3*), *Otof* (*Otoferlin*), *Kcnma1* (*BK*) and *Ocm* (*Oncomodulin*), with reported expression in Type I HCs. Kcnma1 and Ocm are restricted to striolar Type I HCs, whereas Cacna1d and Otof are thought to be expressed in both extrastriolar and striolar Type I HCs (Bao et al., 2003; Hoffman et al., 2018; Ramakrishnan et al., 2009; Schug et al., 2006; Schweizer et al., 2009; Simmons et al., 2010). 

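Over all ages, *Otof* (chromosome 5 of GRCm38, 30367066 to 30462730) was detected in every cell. *Cacna1d* (chromosome 14, 30039941 to 30491156) was detected in 32 of 36 Immature, 22 of 33 Type I and 42 of 43 Type II cells, and *Kcnma1* (chromosome 14, 23292288 to 24005110) in 20 of 36 Immature, 28 of 33 Type I and 26 of 43 Type II cells. For *Kcnma1*, Type I minus Type II was 2.26 over 5 captures each (exact permutation test, two-sided, p = 0.111, adjusted p = 0.21). It was higher in Type I cells in captures 6 and 9 and lower in capture 8.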

Violin plots for each gene indicate expression in all three clusters, although with different levels of expression in each subtype (Fig. 3B). 

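*Ocm* was detected in 4 of 36 Immature cells (11.1%, exact binomial 95% interval 3.11 to 26.1%), 7 of 33 Type I cells (21.2%, 8.98 to 38.9%) and 6 of 43 Type II cells (14.0%, 5.3 to 27.9%). Its capture means in Type I cells were 1.11, 1.72 and 1.12 in captures 6, 9 and 8, besides the 2 P1 cells. In Type II cells they lay between 0 and 2.41. The difference of 1.74 between the types was within the spread of the captures (exact permutation test, two-sided, p = 0.452, adjusted p = 0.537), and without the single P1 Type I cell of capture 5 it was 0.08. With each cell taken as a unit in limma, which treats cells as replicates, the P12 and P100 difference was 0.34 (standard error 0.753, adjusted p = 0.892).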

Consistent with striolar Type I HCs making up a small fraction of the total HC population, *Ocm* was expressed in a few cells in all three clusters; however, it did show a limited, but significant increase in the putative Type I cluster (*P*<0.05). *Cacna1d* and *Otof*, which have been reported to be exclusively expressed in Type I HCs at adult ages (Ramakrishnan et al., 2009; Schug et al., 2006), showed strong expression in all three clusters but no significant bias towards Type I HCs. 

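*Otof* had a mean of 9.05 ± 0.95 in Immature cells, 9.53 ± 0.49 in Type I cells and 11.08 ± 0.40 in Type II cells (SD, n = 5 captures each). Type I minus Type II was -1.55, with each Type I profile below each Type II profile (exact permutation test, two-sided, p = 0.00794, adjusted p = 0.045, and 0.0506 to 0.146 with any 1 capture left out). This test takes the profiles of captures 6, 8 and 9, which gave both types, as independent. Within these 3 captures the difference was -1.23, with an exact p of 0.25, the smallest possible. *Cacna1d* ranged from 3.86 to 6.09 over the captures with Immature cells and from 5.12 to 6.66 over those with Type II cells. In Type I cells it was 6.26 and 5.99 in the 2 P1 cells, 3.93 and 3.18 in the P12 captures, and listed at 0 in all 3 P100 cells. For *Cacna1d* the difference was -1.89 (p = 0.143 from the same test, adjusted p = 0.251), lower in 3 of 3 captures, and without capture 8 it was -1.05.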

The results confirm known markers of striolar Type I HCs, but reported pan markers of Type I HCs (i.e. extrastriolar and striolar) did not show clear restriction to the putative Type I cluster.

Therefore, we sought to identify novel markers for each of the two clusters containing mature Type I and Type II cells by examining genes that were highly differentially expressed between those two clusters. 

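Over P12 and P100, *Anxa4* (chromosome 6 of GRCm38, 86736840 to 86793634) had means of 9.69 and 8.59 in the Type II cells of captures 6 and 9 and of 9.36, 9.81 and 8.95 in those of captures 8, 10 and 11. In Type I cells the means were 2.32, 3.20 and 5.58 in captures 6, 9 and 8. The difference, Type I minus Type II, was -5.27 (standard error 0.65, adjusted p = 0.0379 from limma with age as a covariate and Benjamini-Hochberg adjustment over 14195 genes), lower in 3 of 3 captures. Its adjusted p ranged from 2.78e-08, with each cell taken as a unit, to 0.548, with capture as a block, over 18 alternative settings. It lay between 0.0894, without capture 11, and 0.487, without capture 9, when 1 capture was left out. Over all ages, where the 2 P1 Type I cells enter, the difference was -3.90 (exact permutation test, two-sided, p = 0.0238, adjusted p = 0.0867 over 51 tests).

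*Mapt* lies on chromosome 11 from 104229409 to 104332090 and encodes the microtubule-associated protein tau. Its means in Type II cells were 3.20 and 5.43 at P12 and 5.23, 4.88 and 4.62 at P100. In Type I cells they were 0.50 and 0.36 in captures 6 and 9 and 2.22 in capture 8, where 1 of 3 cells had 6.66. The limma difference was -3.37 (standard error 0.66, adjusted p = 0.128), lower in 3 of 3 captures. Over all ages each Type I profile lay below each Type II profile, with a difference of -4.06 (p = 0.00794 from the exact permutation test, which takes shared captures as independent, adjusted p = 0.045, and 0.0506 to 0.146 with any 1 capture left out). Within captures 6, 8 and 9 it was -3.595, with an exact p of 0.25, the smallest that 3 captures allow, so the difference was not called there.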

Two genes that showed strong expression in the putative Type II cluster, were *Anxa4* (*Annexin A4*) and *Mapt* (*Microtubule Associated Protein)* (Fig. 3B). To determine whether these genes represent novel markers for Type II HCs, expression of protein products for both was compared with Myosin7A (Fig. 4A,B). Results indicated labeling of a subset of adult HCs with both anti-Anxa4 and anti-Mapt. Anxa4 is localized to cell and nuclear membranes while Mapt is present in the cellular cytoplasm. Orthogonal images indicate that cells positive for Anxa4 or Mapt have morphologies that are consistent with Type II HCs (Fig. 4A″,B″). The cell bodies are generally located close to the lumenal surface and the HCs do not have the narrow necks that characterize Type I HCs. To confirm that both Anxa4 and Mapt are specifically expressed in Type II HCs, utricles were double-labeled for the Type II marker, Calb2 and either Anxa4 or Mapt. Results indicated a broad overlap of expression between Calb2 and Anxa4 or Mapt (Fig. 4C,D). To determine the specificity and extent of expression for both Anxa4 and Mapt, the number of Type II HCs in P64 utricles that express either marker was quantified (Fig. 5C). Results indicated that Anxa4 and Mapt are expressed in most (greater than 65%) Type II HCs and in a very small number (6% or less) of Type I HCs. While the prevalence of either Anxa4 or Mapt is not as great as Calb2 (81% of Type II HCs), the specificity for Type II HCs is comparable (Fig. 5D).

**Fig. 4.**
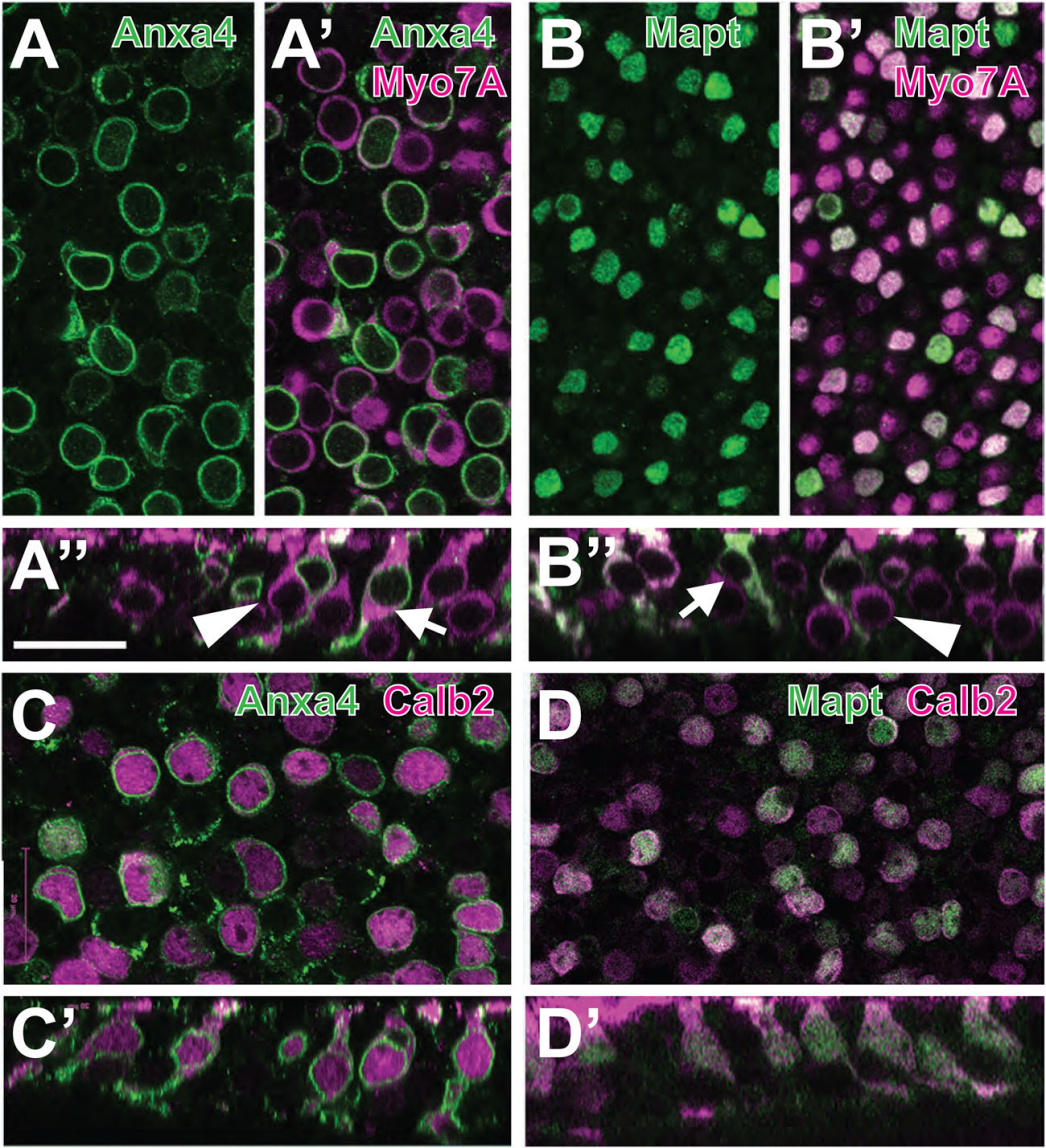
**Anxa4 and Mapt are markers for Type II HCs.** (A) Surface view from a P64 utricle labeled with anti-Anxa4 (green). Anxa4 is expressed along the cell and nuclear membranes of a subset of cells. (A′) The same view as in A, but also showing expression of the pan-HC marker Myo7a in magenta. Anxa4 co-localizes with a subset of HCs. (A″) Orthogonal view from the same sample as in A. Arrow indicates an Anxa4-positive cell. Note the more lumenal position of the nucleus and the wider HC neck. By comparison, an Anxa4-negative cell (arrowhead) has a more basal nucleus and a narrow neck. (B–B″). Similar views as those in A, except with expression of Mapt illustrated in green. Arrow and Arrowhead in B″ illustrate similar differences in the morphologies of Mapt^+^ and Mapt^−^ cells. (C,D) To confirm that Anxa4 and Mapt are markers of Type II HCs, P62 utricles were double-labeled with Anxa4 (C) or Mapt (D) and the Type II HC marker, Calb2. Note co-labeling of both Anxa4 and Mapt with Calb2. Scale bar in A″, same for all other panels: 20 µm.

**Fig. 5.**
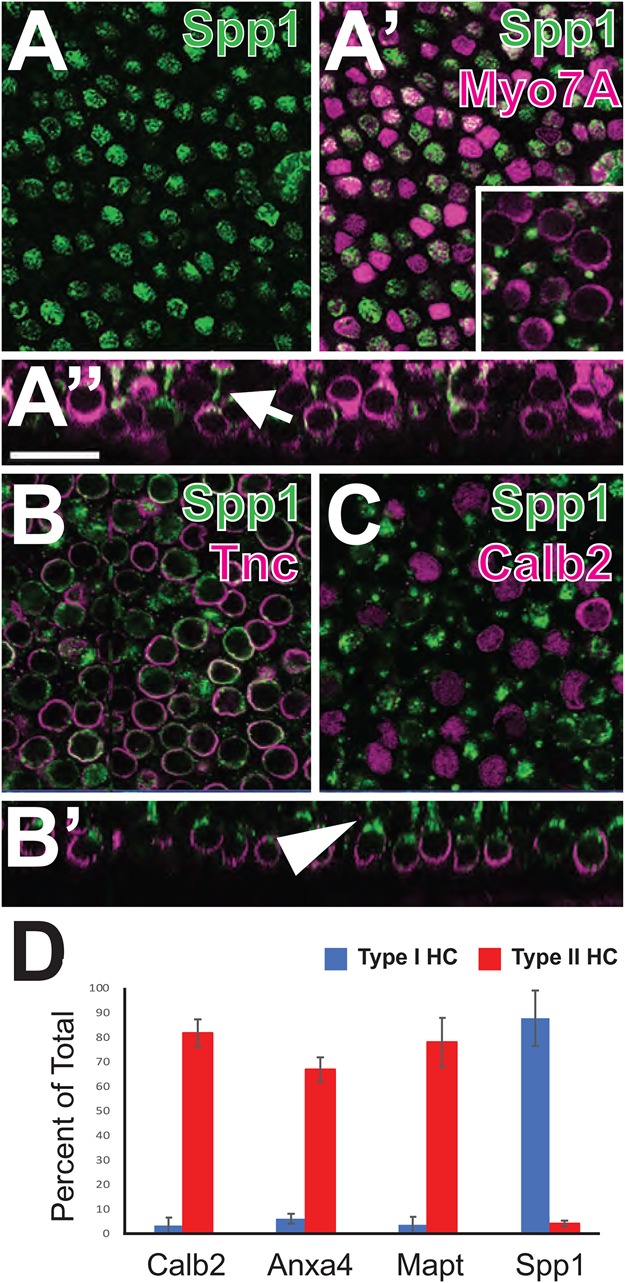
**Spp1 is a marker for Type I HCs.** (A) Surface view of expression of Spp1 (green) in a P70 utricle. (A′) The same view as in A, but with Myo7A labeling (magenta). Spp1 is present in a subset of HCs. Inset: similar view as in A′ but focused on the level of Type II cell bodies. Note that Spp1 is expressed in narrow profiles located in between the Type II cell bodies. (A″) Orthogonal view from the same sample as in A. Spp1 is restricted to the necks of flask shaped HCs (arrow). (B) Spp1^+^ cells are co-labeled with Tnc, a marker of the calyceal endings surrounding the basal sides of Type I HCs. (B′) Orthogonal view from the same sample as in B. Note that Spp1 is restricted to the neck regions of Type I HCs (arrowhead). (C) Spp1 and the Type II marker, Calb2, label different subsets of HCs. (D) Quantification of expression for Calb2, Anxa4, Mapt and Spp1 by cell type in P64 utricles. Results indicate comparable specificity for Calb2, Anxa4 and Mapt in Type II HCs. In contrast, Spp1 is highly specific for Type I HCs. Values are mean±s.d. Scale bar in A″, same for all other panels: 20 µm.

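*Spp1* (chromosome 5 of GRCm38, 104435111 to 104441053) held the highest value of the table. Its means in Type I cells were 8.70 and 9.72 in the P12 captures 6 and 9 and 14.63 in the P100 capture 8. In Type II cells they were 2.76 and 3.42 at P12 and 0.22, 0.69 and 0.48 in captures 8, 10 and 11. The limma difference was 9.57 (standard error 1.5, adjusted p = 0.0548), higher in 3 of 3 captures and not under the threshold of 0.05. Without capture 8 it was 6.12. With genes detected in at least 20 cells, the adjusted p was 1.77e-05, and over all 18 alternative settings it ranged from there to 0.548. Over all ages the difference was 5.10 (exact permutation test, two-sided, p = 0.167), since *Spp1* was listed at 0 in both P1 Type I cells. With any 1 capture left out it lay between 2.77 and 6.75. At an nTPM of at least 100, *Spp1* was present in 17 of 28 P12 and 3 of 3 P100 Type I cells, in 3 of 21 P12 Type II cells and in 0 of 22 P100 Type II cells. At an nTPM of at least 1 it was detected in 27 of 33 Type I and 17 of 43 Type II cells, and 13 of those 17 were from P12.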

One gene that showed strong, and almost exclusive, expression in the putative Type I HC cluster was *Secreted Phosphoprotein 1* (*Spp1*), previously referred to as Osteopontin (Fig. 3B). To determine which cell types in the adult utricle express Spp1, adult utricles were double-labeled with anti-Spp1 and anti-Myo7A. Results indicated double-labeling for Spp1 and a subset of Myo7A-positive HCs (Fig. 5A–A″). Moreover, orthogonal views indicated that HCs that express Spp1 have morphologies that are more consistent with Type I HCs, including a flask shape and a more basal nucleus (Fig. 5A″). This was also evident in whole mount views when focused at the level of Type II HC nuclei (Fig. 5′, inset). To confirm that Spp1^+^ HCs are Type Is, utricles were double-labeled with Spp1 and Tenascin C (Tnc). Tnc protein is enriched in the synaptic cleft between the calyceal endings surrounding Type Is, making it a suitable marker for this cell type (Lim et al., 2011; Lysakowski et al., 2011; Warchol and Speck, 2007). Consistent with a Type I localization, Spp1 and Tnc are co-localized in P70 utricle (Fig. 5B–B′). In the orthogonal view, Spp1 is clearly localized lumenal to Tnc in the neck region of each Type I cell. To confirm that Spp1 is confined to Type I HCs, utricles were double-labeled with anti-Spp1 and anti-Calb2. In contrast with the Type II marker Anxa4, there was no overlap between Calb2 and Spp1 (Fig. 5C). Finally, expression of Spp1 was quantified in P64 utricles based on HC morphology (Fig. 5C). Results indicate that nearly 88% of Type I HCs are positive for Spp1 as opposed to only 4.25% of Type II HCs. These results establish Spp1 as a novel pan marker of Type I HCs (both striolar and extrastriolar) and confirm that the second mature cluster observed in the single-cell data set represents Type I HCs. In addition, while striolar HCs are almost certainly a distinct subtype of HC, the combined results suggest that the difference between striolar and extrastriolar HCs is subtler than the region-independent difference between Type I and Type II.

### Developmental expression of Calb2, Anxa4, Mapt and Spp1

To determine when each of the novel markers becomes restricted to specific cell types, the single cell RNA-Seq data presented in Fig. 3 was separated based on age of collection. 

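None of the 37 P1 cells carried the Type II label, and none fell in the recomputed cluster that held most Type II cells. On PC2 the 4 captures with P1 Immature cells had mean positions between 0.27 and 0.51, and the 5 captures with Type II cells from P12 and P100 had positions between -1.72 and -0.57.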

At P1, cells could be identified as either immature or Type I. No definitive Type II HCs were present. For P12 and P100, all cells could be identified as either Type I or Type II. 

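In the deposited classification 74 of the 75 P12 and P100 cells were Type I or Type II, which is 98.7% (exact binomial 95% interval 92.8 to 100.0%, counting error only). The remaining cell, from capture 6 at P12, was classified as Immature. It had 5879 genes detected and a PC1 position of -1.05. Its values were 9.67 for *Calb2* and 10.32 for *Anxa4*.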

As reported previously (Zheng and Gao, 1997), *Calb2* was uniformly expressed in virtually all utricular HCs at P1 (Fig. 6). 

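*Calb2* was detected in 31 of 35 P1 Immature cells, with an exact binomial 95% interval of 73.3 to 96.8%, and in 1 of the 2 P1 Type I cells. The median over the P1 Immature cells was 7.27 and the highest value 9.56. The gene was listed at 0 or below an nTPM of 1 in at least 1 cell of captures 2, 4 and 5.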

By P12, expression of *Calb2* was significantly down-regulated in most Type I HCs but maintained at P1 levels in Type II HCs. 

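At P12 the *Calb2* mean in Type I cells was 6.76 in capture 6 and 2.19 in capture 9. In Type II cells it was 7.90 and 6.97. Compared with the 4 captures of P1 Immature cells, Type I cells were lower by a difference of -2.09 (exact permutation test, two-sided, p = 0.133) and Type II cells differed by 0.87 (p = 0.333 from the same test). With 2 captures against 4 the smallest possible p is 0.0667. The Type I mean of capture 6 lay within the range of the P1 captures. *Calb2* was detected in 17 of 28 P12 Type I cells (60.7%, exact binomial 95% interval 40.6 to 78.5%), 7 of 8 in capture 6 and 10 of 20 in capture 9, and in all 21 P12 Type II cells.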

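In P100 Type II cells *Calb2* had means of 8.39, 9.79 and 9.18 in captures 8, 10 and 11, and it was detected in 22 of 22 cells. These means lay above both P12 captures, by a difference of 1.69 (exact permutation test, two-sided, p = 0.2, where 3 captures against 2 allow no p under 0.1). They also lay above all 4 captures of P1 Immature cells, by 2.55 (p = 0.0286 from the same test, the smallest that 3 against 4 allow).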

At P100, the level of expression of *Calb2* was maintained in Type II HCs. In addition, a small number of Type I HCs also showed expression of *Calb2*. 

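Of the 3 P100 Type I cells, 1 had *Calb2* detected, at 6.12, which is 33.3% with an exact binomial 95% interval of 0.84 to 90.6%. The mean of the 3 cells was 2.04.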

Whether these represent Type I cells that maintain expression throughout maturation or cells that re-express *Calb2* is unclear. Heat maps of gene expression did show a subset of adult cells co-expressing a number of Type I and II markers (Fig. 3A), suggesting some mature HCs may have a dual identity; however, these could also represent a technical difficulty in which two cells are captured in a single well on the microfluidics chip (see the Materials and Methods for further details). 

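A cell was counted as co-expressing when *Spp1* and at least 1 of *Calb2*, *Mapt* and *Anxa4* reached an nTPM of 100. This held for 11 of the 75 P12 and P100 cells (14.7%, exact binomial 95% interval 7.56 to 24.7%, counting error only). They were 6 of 28 P12 Type I cells, 3 of 21 P12 Type II cells, 2 of 3 P100 Type I cells and 0 of 22 P100 Type II cells. The share depended on the minimum and was 49.3% at an nTPM of 1, 28% at 10 and 0 of 75 cells at 1000. A single Type II marker was present in 7 of the 11 cells, and all 3 were present in 2 P12 Type II cells, 1 from each P12 capture, with 6546 and 5976 genes detected. Over the 11 cells, the number of detected genes minus the median of the other cells of the same capture had a median of -14 and was above 0 in 5 cells. Their summed number of detected genes was not larger than that of other cells drawn from the same captures (permutation test with 100000 draws, one-sided, p = 0.416). Of these 11 cells 8 were Type I cells, which have fewer genes detected. Against the other cells of the same capture and type, 8 of 11 cells had more genes detected, by a median of 402 over the 11 cells (same test within captures and types, p = 0.0252, and 0.112, 0.0671 and 0.0201 without capture 6, 8 or 9). Without capture 6, 8 or 9 the median was 402, 265 and 1195.5. The 2 P100 cells were compared with the only other Type I cell of capture 8, which had 2838 genes detected.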

*Anxa4* showed a similar pattern of expression in that it was broadly expressed in both HC types at P1 (Fig. 6). However, in contrast with *Calb2*, many HCs, regardless of type, were still positive for *Anxa4* at P12. 

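*Anxa4* was detected in all 35 P1 Immature cells and in both P1 Type I cells. Its means in P1 Immature cells were 10.48, 11.19, 11.00 and 10.95 in captures 2, 3, 4 and 5. The 2 P1 Type I cells had 6.78 in capture 2 and 9.03 in capture 5, below each of these means.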

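At P12 *Anxa4* was detected in 14 of 28 Type I cells (50%, exact binomial 95% interval 30.6 to 69.4%), 3 of 8 in capture 6 and 11 of 20 in capture 9, and in 21 of 21 Type II cells. Compared with P1 Immature cells, the P12 capture means differed by -8.14 in Type I and by -1.77 in Type II cells. Neither group of captures overlapped with the P1 captures (exact permutation test, two-sided, p = 0.0667 for both, the smallest that 2 captures against 4 allow).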

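The oldest cells analysed here are from P100. Among the 3 P100 Type I cells, *Anxa4* was detected in 2, at 7.39 and 9.35 (66.7%, exact binomial 95% interval 9.43 to 99.2%), and in 21 of 22 P100 Type II cells (95.5%, 77.2 to 99.9%).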

In fact, even at P64 when Anxa4 antibody labeling was mostly restricted to Type II HCs, some Type I HCs were still positive for mRNA for *Anxa4*. Despite the appreciable presence of transcripts in all clusters, differential expression of *Anxa4* was significant at P12 and P100 (*P*<0.05).

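For *Anxa4*, Type I minus Type II was -6.38 at P12 over 2 captures each and -3.79 at P100, where 1 capture with Type I cells stands against 3 with Type II cells. Neither age alone can give an exact permutation p under 0.05, since the smallest are 0.333 at P12 and 0.25 at P100. The P12 captures did not overlap, and the Type I mean at P100 lay below the 3 Type II means. The difference at P100 minus that at P12 was 2.58 (standard error 0.93, adjusted p = 0.387 from limma), so the gap was not shown to differ between the ages.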

**Fig. 6.**
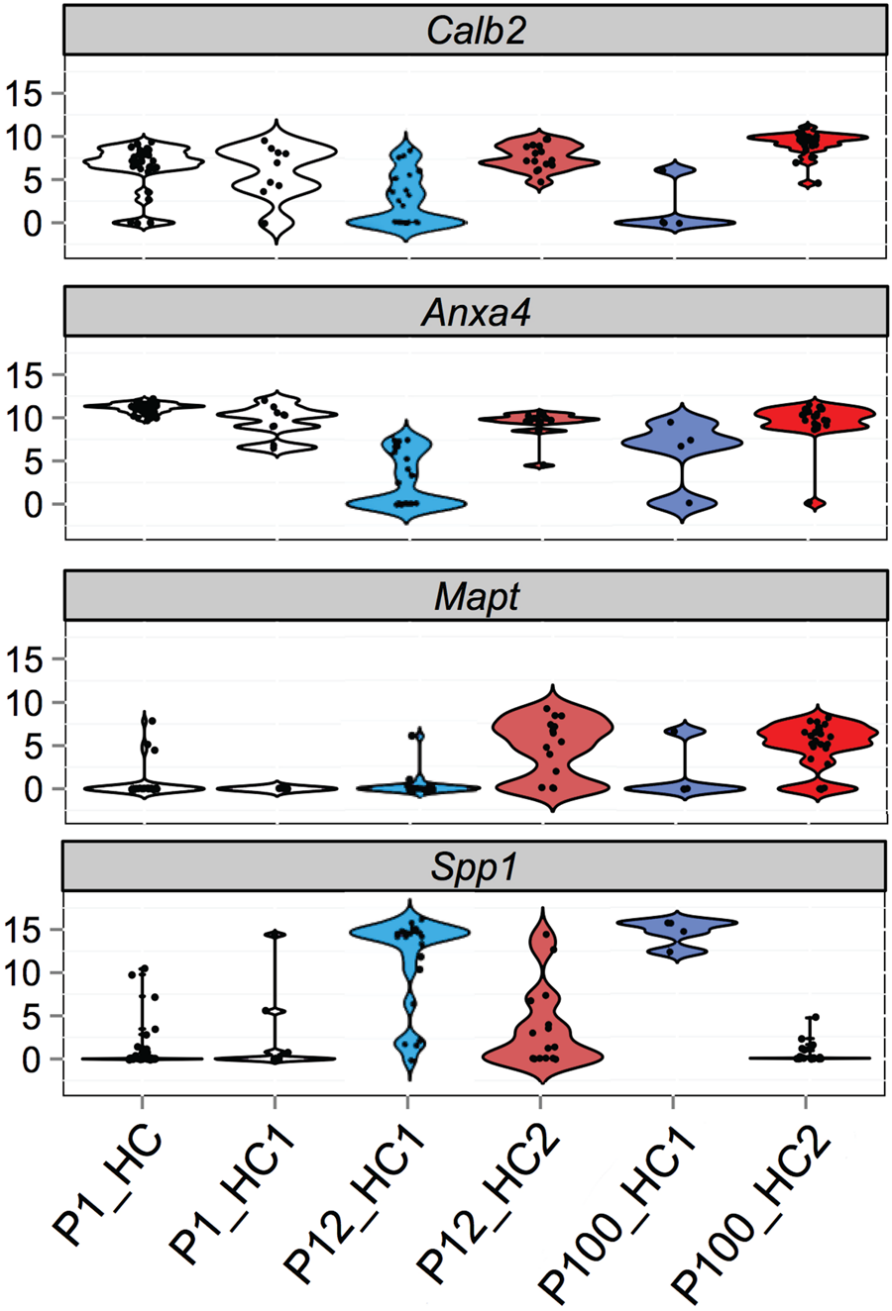
**Temporal expression data for HC type marker genes.** Violin plots based on scRNAseq data for the indicated genes in different HC types at different ages. At P1, *Calb2* and *Anxa4* are broadly expressed in all utricular HCs. In contrast, *Mapt* and *Spp1* are only detected in a small number of cells. At P12, *Calb2* and *Anxa4* expression is maintained in Type II HCs (HC2) but have been down-regulated in Type I HCs (HC1). At the same time point, *Mapt* shows a marked increase in HC2 while *Spp1* shows an increase in HC1. At P100, *Calb2*, *Anxa4* and *Mapt* all show strong expression in HC2 while *Spp1* and *Anxa4* are expressed in HC1. The number of HC1 cells that were positive for *Anxa4* is not consistent with the immunolocalization data which indicates restriction of Anxa4 to Type II HCs.

In contrast with *Calb2* and *Anxa4*, *Mapt* and *Spp1* were barely detectable in either HC cluster at P1. However, both demonstrated marked and specific increases in expression by P12 in Type II (*Mapt*) and Type I (*Spp1*) HCs, indicating that these genes distinguish mature HC subtypes from immature HCs.

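At P1 *Mapt* was detected in 3 of 35 Immature cells (8.57%, exact binomial 95% interval 1.8 to 23.1%) and *Spp1* in 8 of 35 (22.9%, 10.4 to 40.1%). Of the 8 cells with *Spp1*, 3 had an nTPM of at least 100, up to 14.51 on the log2 scale. All 3 were from capture 2 and classified as Immature, and the remaining cells reached at most 5.53. The capture means of *Spp1* in P1 Immature cells were 4.88 in capture 2, 0.87 in capture 4 and 0 in captures 3 and 5.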

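The P12 mean of *Mapt* in Type II cells exceeded that of P1 Immature cells by 3.91 (exact permutation test, two-sided, p = 0.0667, the smallest that 2 captures against 4 allow), and at P100 the excess was 4.51 (p = 0.0286 from the same test). P12 Type I cells differed from P1 Immature cells by 0.03 (p = 1). For *Spp1* the P12 mean in Type I cells was 7.77 higher than in P1 Immature cells (p = 0.0667), and that in Type II cells 1.65 higher (p = 0.4). At P12 *Mapt* was detected in 15 of 21 Type II and 4 of 28 Type I cells and *Spp1* in 13 of 21 Type II and 24 of 28 Type I cells. From these increases, the paper concludes that both genes distinguish mature HC subtypes from immature HCs.

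**Figure D2:**
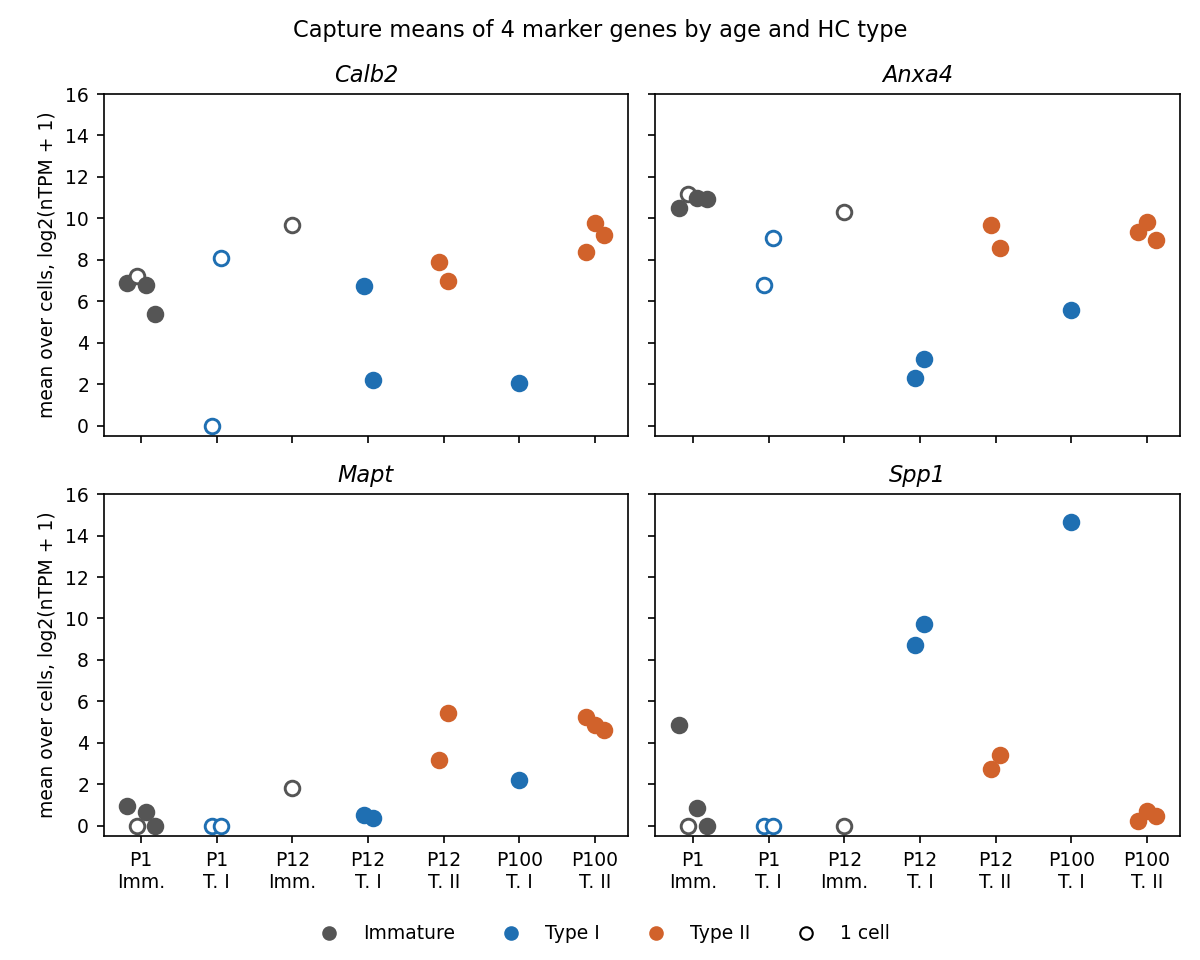
Mean log2(nTPM + 1) over the cells of each capture (y axis) for *Calb2*, *Anxa4*, *Mapt* and *Spp1*, by age and HC type (x axis). Each point is 1 capture, color gives the HC type (Imm. is Immature, T. I and T. II are Type I and Type II), and open points are single cells. *Spp1* in P12 and P100 Type I cells sits between 8.70 and 14.63, and *Mapt* in Type II cells between 3.20 and 5.43.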

To confirm the single cell RNA-seq results, immunolabeling for each marker was performed on utricles at P0, P12 and P64 and cell-type-specific labeling was then quantified based on HC morphology (Fig. 7; Fig. S1). At P0, Calb2 and Anxa4 were observed in 90.5% and 91.0% of all HCs, respectively. At P12 Calb2 expression was observed in over 80% of Type II HCs and in 30.3% of Type I HCs. Finally, at P64, expression of Calb2 in Type I HCs was maintained at 80% but only 3.5% of Type I HCs were positive. Anxa4 showed a similar pattern of expression with greater than 65% of Type II HCs positive at both P12 and P64, but with a decreasing expression in Type I HCs at both P12 and P64. Mapt was barely detected in cells in the P1 utricle but was observed in a significant number of Type II HCs at P12 and P64 (Fig. S1). Finally, Spp1 was expressed in a limited number of HCs at P1. In cells that could be definitively classified as Type I HCs, Spp1 was expressed in 60% while in hair cells that were classified as immature, only 23% were positive for Spp1. Interestingly, in either HC cell type, Spp1 was localized to the necks of cells (Fig. 7). At P12 the number of Spp1^+^ Type I HCs had increased to 90%, a level that was maintained at P64 as well. Expression in Type II HCs dropped from 20% at P12 to 4% at P64. Based on these results, expression of Mapt and Spp1 are markers of maturity that can be used to examine the development of Type II and Type I HCs respectively. These findings also support the idea that Type II HCs are a truly differentiated subtype distinct from an immature state. Finally, the results of the immunolabeling correlate well with the single cell data, providing validation for single cell analysis as a way to identify new markers for unique cell types.

**Fig. 7.**
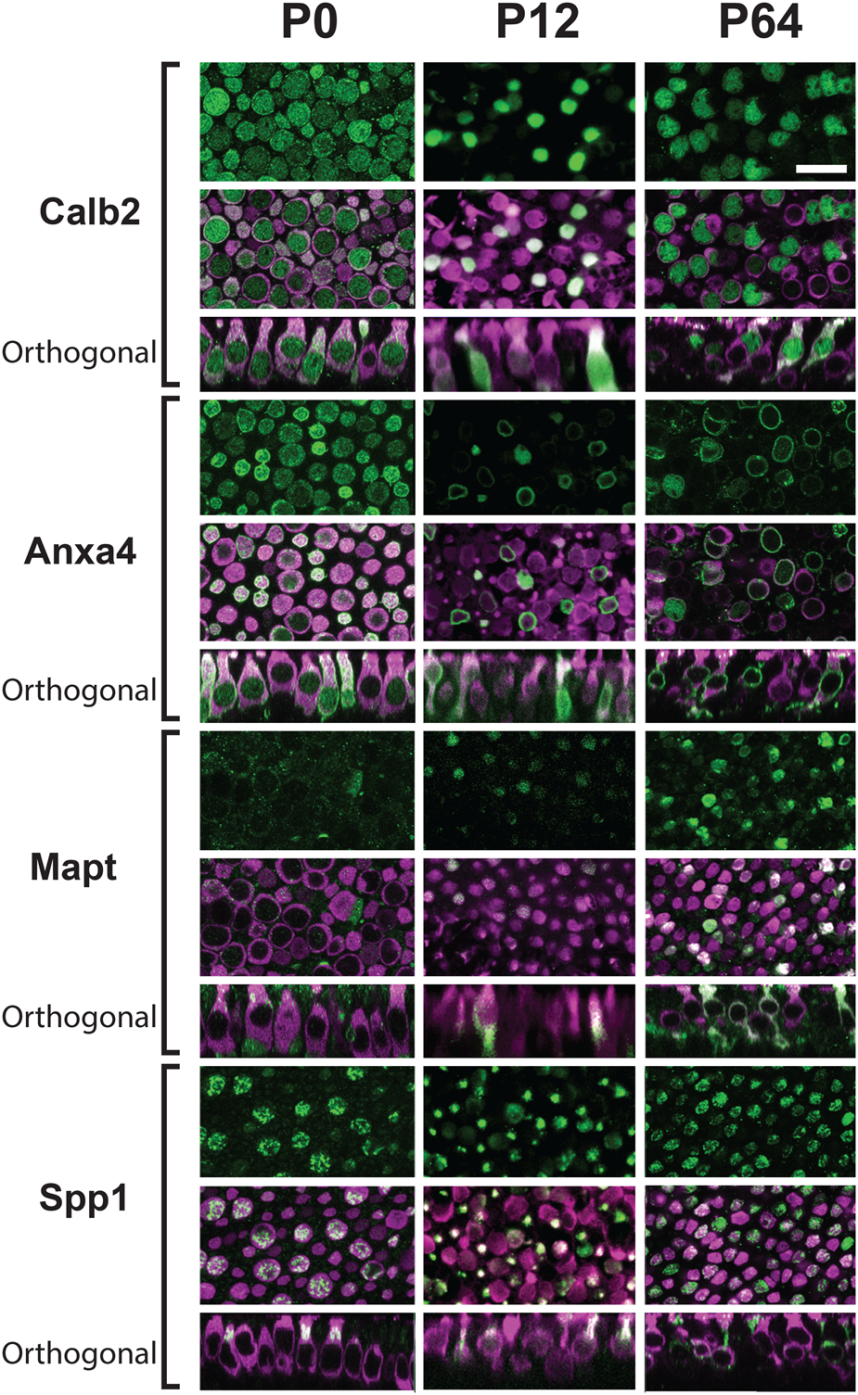
**Immunolocalization of HC type specific markers at different developmental time points.** Surface and orthogonal views of the indicated markers (green) and Myo7a (magenta) at the indicated time points. At P0, Calb2 and Anxa4 are broadly expressed in nearly all HCs. In contrast, Mapt is rarely expressed in HCs while Spp1 is expressed in only a limited number. The orthogonal view indicates that Spp1 is already restricted to the neck regions of HCs. At P12, Calb2 and Anxa4 are expressed in fewer HCs while expression of Mapt and Spp1 has increased. Finally, at P64, expression of Calb2, Anxa4 and Mapt is largely restricted to Type II HCs while Spp1 is restricted to Type I HCs. Scale bar: 10 μm.

### Temporal development of Type I and Type II HCs

The Atoh1-lineage tracing experiments described earlier in this study indicated that initial HC development within the utricle occurs in a central-to-medial gradient followed by a central-to-lateral gradient. To better understand whether development of specific cell types follows a similar pattern, embryonic and early post-natal utricles were labeled with Spp1 or Mapt antibodies to identify Type I and Type II HCs, respectively. While these markers are not exclusively expressed in one HC type or the other at early developmental time points, they do show a strong bias towards expression in Type Is (Spp1) or Type IIs (Mapt). In addition, since there is a delay in the onset of expression of Spp1 in striolar HCs (Fig. 8), utricles were also labeled with anti-Oncomodulin (Ocm), which has been shown to mark striolar Type I HCs starting at late embryonic time points (Hoffman et al., 2018; Simmons et al., 2010). Finally, utricles were counter stained with a pan-HC marker, either anti-Pou4f3 or anti-Myosin 7A based on species compatibility, to mark the full HC population.

**Fig. 8.**
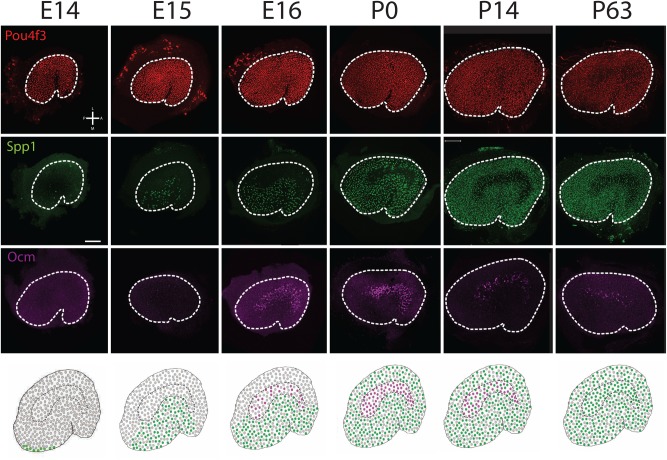
**Temporal and spatial development of Type I HCs.** Low magnification surface images of entire utricles obtained at the indicated time points. The upper three rows show a pan specific HC label (Pou4f3 in red), and the Type I HC markers Spp1 (green) or Ocm (magenta). The bottom row illustrates a cartoon summary of Spp1 (green) and Ocm (magenta) expression at each age. At E14, while the utricle contains a uniform distribution of HCs, Spp1^+^ HCs, which are predominantly Type Is, are restricted to the extreme medial-posterior region of the epithelium. At E15, Spp1^+^ cells have extended anteriorly and laterally. At E16, Spp1^+^ cells are present in the entire medial half of the utricle and Ocm^+^ HCs are present in the striola. At P0, cells that express Spp1 are present throughout the utricle with the exception of the striolar HCs which still express Ocm. At P14, Spp1^+^ Type I HCs are now present in the striola while expression of Ocm has decreased. At P63, Ocm^+^ HCs are almost completely absent, while most striolar Type I HCs are now positive for Spp1. Orientation for all images is indicated in the upper left hand panel. Scale bar: 100 µm.

At E14, HCs are present across the entire sensory epithelium (Denman-Johnson and Forge, 1999) (Figs 8,9). However, only a small number of HCs located at the extreme medial edge of the utricular epithelium express Spp1 (Fig. 8). At E15 and E16, HCs have been added uniformly across the epithelium while Spp1^+^ HCs have expanded laterally from the medial edge. Spp1^+^ cells are not present in the striola, but the onset of expression of Oncomodulin in the striola at E15 is consistent with an ongoing lateral wave of Type I HC formation. By P0, the wave of Spp1^+^ expression has reached the lateral side of the utricle. At P14 some Spp1^+^ HCs are present in the striola and at P63 most striolar Type I HCs are positive for Spp1. The onset of Spp1 expression in striolar HCs correlates with a down-regulation of Ocm.

**Fig. 9.**
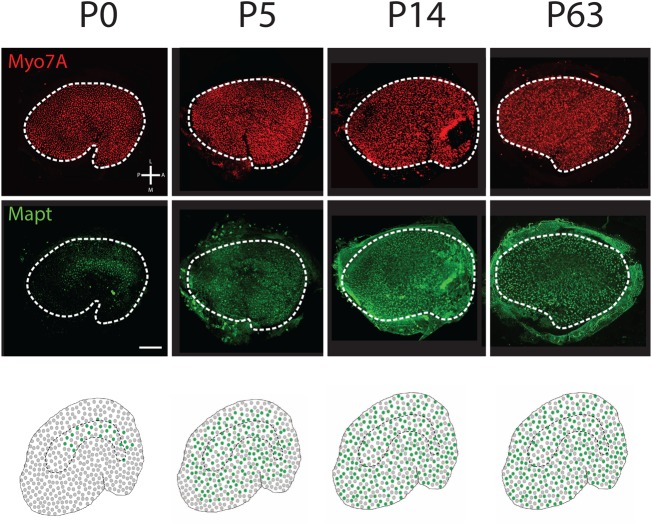
**Temporal and spatial development of Type II HCs.** Low magnification surface images of the entire utricle obtained at the indicated time points. The upper two rows show a pan specific HC label (Myo7A in red), and the Type II HC marker (Mapt in green). The third row presents cartoon summaries of the expression data in the upper panels at each age. Minimal expression of Mapt was observed prior to P0. At P0, Mapt^+^ cells are present in the central region of the utricle. At P5, Mapt^+^ Type II HCs are present throughout the utricle with the exception of the extreme periphery and at P14 and P63, Mapt^+^ cells have extended throughout the utricle. Orientation for all images is indicated in the upper left hand panel. Scale bar: 100 µm.

In contrast with Type I HCs, no Mapt^+^ HCs were observed in the utricle at E14, E15 or E16 (not shown). However, a small number of Mapt^+^ HCs were observed in the central region of the utricle at P0 (Fig. 9). At P5, Mapt^+^ HCs were present throughout most of the utricle with the exception of the extreme periphery and at P14 Mapt^+^ HCs were present throughout the utricle. Based on these results, HC types appear to develop in temporally and spatially distinct patterns with Type I HCs developing prenatally in a medial-to-lateral pattern while Type II HCs develop later, almost entirely post-natally, in a more isotropic central-to-peripheral pattern.

### Most Type I HCs are generated prior to birth

The results presented in the previous section were consistent with previous results that suggested that Type I HCs are present at birth in the mouse while Type II HCs mature later (Rusch et al., 1998). To determine the temporal window for generation of HCs that will ultimately develop as Type Is, the *Atoh1^CreErt2^* line was used to mark presumed nascent HCs at E10.5, E11.5, E14.5, E17.5 or P0.5. Animals were then aged to at least P60 prior to being euthanized. Utricular HC types were determined based on expression of Spp1 as a Type I HC marker and Calb2 for Type II HCs. While not 100% specific for each cell type, Spp1 is expressed in 90% of all Type I HCs and less than 5% of Type II HCs while Calb2 shows a similar, but reciprocal expression pattern. Similar to the results presented in Fig. 2, the number of *Atoh1^+^* cells labeled at E10.5 was small, on average only about 10 per utricle, while inductions on E11.5 or E14.5 labeled several hundred cells (Table S1). Inductions on E17.5 or P0.5 labeled approximately 1000 cells per utricle (Table S1). Of the small number of nascent HCs labeled at E10.5, nearly 80% develop as Type Is (Fig. 10). The percentage of Type Is increases to approximately 90% at E11.5 and E14.5 and then shows a gradual decrease at E17.5 and P0.5 with only 60% of *Atoh1^+^* cells labeled at P0 developing as Type I HCs. To determine whether this trend continues into the post-natal period, *Plp1^creErt2^* was used to label a subset of the precursor/supporting cell population at P0 (Fig. S2). In contrast with *Atoh1*, which is transiently expressed at an early stage of HC development, *Plp1* is constitutively expressed in all progenitor/supporting cells. Therefore, induction of *Plp1^creErt2^* marks a subset of progenitors that will differentiate into HCs post-natally (Bucks et al., 2017; Burns et al., 2012), regardless of developmental state. Cell type analysis at P60 then allows a determination of the fates of progenitor cells between P0 and the day the mice were euthanized. As expected, the vast majority (87.48%) of *Plp1^+^* cells develop as supporting cells (Table S1). Of the *Plp1^+^* cells that do develop as HCs, only 2.85% develop as Type Is while nearly 96% develop as Type IIs. To confirm that labeling with *Plp1^creErt2^* reflects the accumulation of HCs over time, mice were induced at P0 and fixed on P3. The total number of Spp1^+^ or Calb2^+^ HCs was then compared between samples fixed on P3 versus P60. While the average number of *Plp1^+^* cells increased from 3464 at P3 to 3952 at P60 (1.14-fold change), the average number of *Plp1^+^* Type II HCs increased from 37 at P3 to 481 at P60 (13-fold change).

**Fig. 10.**
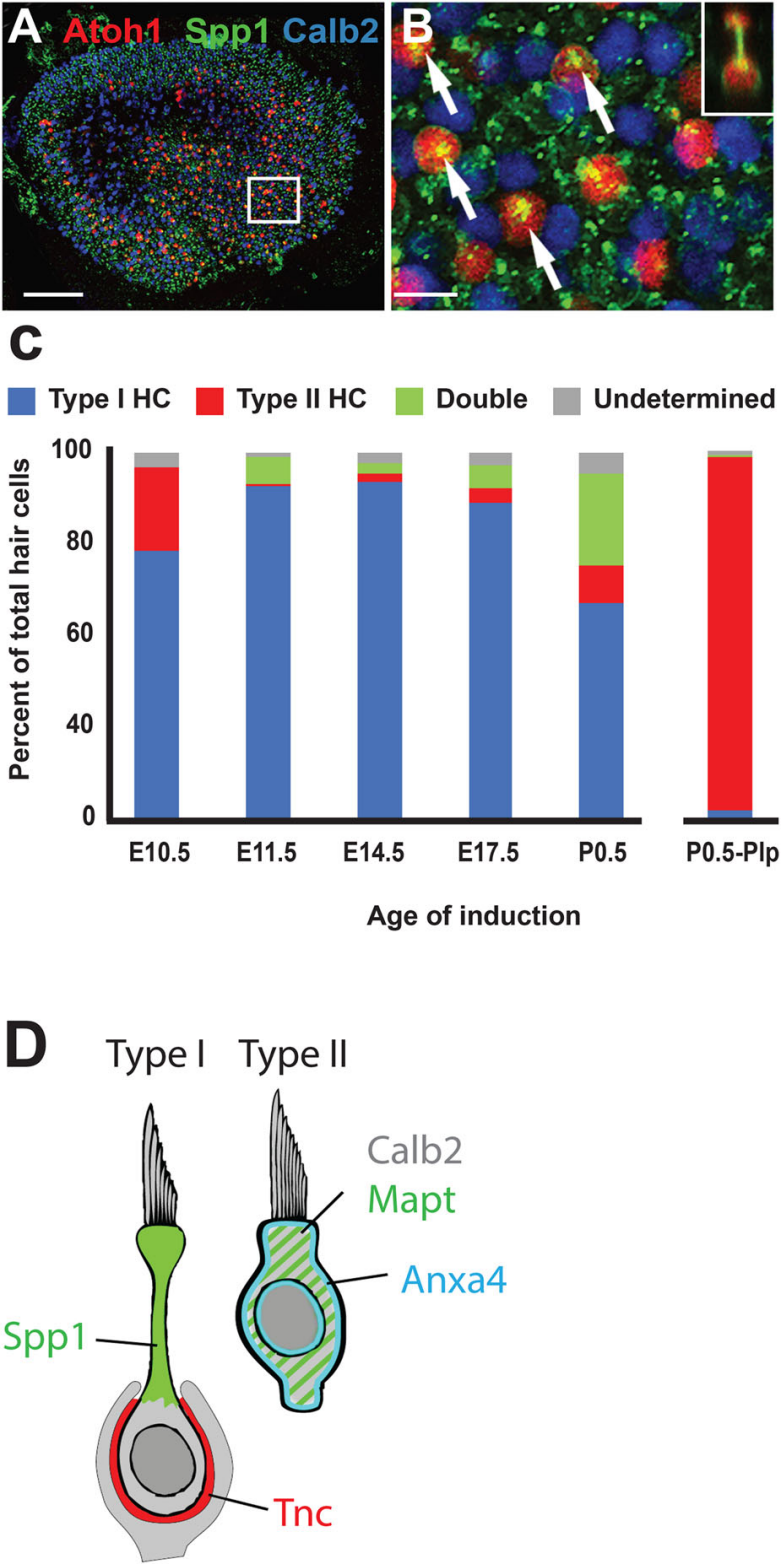
**Most Type I HCs are generated before birth.** (A) Low magnification image of a P75 utricle from an *Atoh1^creErt2^;R26R^tdtomato^* mouse induced at E14.5. *Atoh1^+^* cells are labeled in red. Type I HCs are labeled by expression of Spp1 (green) and Type II HCs are labeled by expression of Calb2 (blue). (B) High magnification view of the boxed region in A. Many of the red cells are also positive for expression of Spp1 (arrows). Inset: Orthogonal view for one of the cells in B. Note the expression of Spp1 in the neck region of this *Atoh1^+^* Type I HC. (C) Bar graph indicating the fates of *Atoh1^+^* or *Plp^+^* cells induced on the indicated days. Nearly all *Atoh^+^* cells generated prior to birth develop as Type I HCs. In contrast, nearly all *Plp^+^* progenitors labeled at P0.5 develop as Type II HCs. (D) Summary diagram illustrating cellular localization of Spp1 in the neck of Type I HCs, Mapt in the cytoplasm of Type II HCs and Anxa4 in the cell and nuclear membranes of Type II HCs. Scale bar in A: 100 µm, B: 10 µm.

Finally, previous studies in the developing cochlea have demonstrated that only 70% of the cells that initially express *Atoh1* go on to develop as HCs, while the remaining 30% develop as supporting cells through notch-mediated lateral inhibition (Driver et al., 2013). To determine if a similar process occurs in the utricle, the number of *Atoh1^+^* cells that developed as HCs of any kind or supporting cells was examined. Results indicate that throughout the embryonic period most *Atoh1^+^* cells develop as HCs (Table S1). At E10.5, nearly 97% of *Atoh1^+^* cells develop as HCs; however, this ratio may be skewed because of the relatively small number of labeled cells at this age. Between E11.5 and P0.5, the percentage of *Atoh1^+^* cells that become HCs shows a relatively normal distribution that increases from approximately 70% at E11 to a peak of 94% at E14 and then declines to 84% by P0.

## DISCUSSION

The development and subsequent diversification of methodologies for the isolation and transcriptional profiling of single cells provides a powerful new approach for the identification of known and novel cell types within heterogeneous organs or tissues (Cuevas-Diaz Duran et al., 2017; Haque et al., 2017). In this study, the Fluidigm C1 platform was used to isolate 76 HCs from utricles at P12 and P100. The total number of cells analyzed is low by comparison with other available approaches for the isolation of single cells, but the C1 system allows for visual inspection of each captured cell prior to lysis as well as providing full length transcriptional data and, on average, greater coverage of the transcriptome. Moreover, using the C1 system to capture P12 and P100 utricular HCs allowed us to easily incorporate these data into our existing P1 data set (Burns et al., 2015). Despite the comparatively small number of cells analyzed, the results did identify several novel markers for both Type I and Type II HCs. In particular, as discussed below, Spp1 and Mapt should be particularly useful as they are cell-type specific in the adult and are not expressed in immature, probably more generic, HCs.

In contrast with the cochlea, the timing and spatial distribution of HC development in the utricle has not been studied extensively. The results of the Atoh1-fate mapping experiment are largely consistent with previous work in the rat indicating a general central-to-peripheral gradient of HC commitment and differentiation that mirrors the pattern of terminal mitosis (Sans and Chat, 1982). However, the earliest labeled *Atoh1^+^* cells do show a bias towards the medial half of the utricle, confirming that commitment occurs in a central-to-medial gradient followed by a central-to-lateral gradient (Burns et al., 2012; Denman-Johnson and Forge, 1999).

More intriguing is the temporal and spatial development of specific HC types. While immature HCs arise in a central-to-peripheral gradient beginning as early as E13 (Denman-Johnson and Forge, 1999), the earliest cell-type specific markers are not detectable prior to E14, at which time only two to three cells express the Type I marker Spp1. As development continues, expression of Type I markers indicates a gradient of cellular development that extends from medial-to-lateral between E14 and P0. In contrast, the Type II marker, Mapt, is not detectable prior to P0 and appears in a central-to-peripheral gradient. These results suggest a potential delay in the specification of mature utricular cell types. The basis for the differing patterns of development for Type Is versus Type IIs are unclear but could be related to the more derived nature of Type I HCs, which are only found in birds and mammals (Burns and Stone, 2017), suggesting that they represent a relatively novel HC type. Why they develop in a gradient that differs from the patterns for all immature HCs and Type IIs is unknown, but as the pattern extends along the medial-lateral axis, it is tempting to hypothesize a role for a morphogen or other gradient that might arise on, or adjacent to, the medial edge of the sensory patch.

The observation that Type I HCs develop almost exclusively during the embryonic time period while Type II HCs do not begin to express cell-type specific markers prior to P0 confirms previous physiological results suggesting that Type I HCs develop first and are present at birth (Geleoc et al., 2004; Nordemar, 1983; Rusch et al., 1998). However, it is interesting to note that while Spp1^+^ cells are present throughout the utricle at P0, the scRNAseq analysis classified only a limited number of HCs (5) isolated at P1 as Type Is. 

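The 2 P1 cells classified as Type I had correlations across genes of 0.596 and 0.564 with the mean P1 Immature cell and of 0.588 and 0.560 with the mean P12 Type I cell. The difference between these was -0.008 for the cell of capture 2 and -0.004 for that of capture 5. Of the P1 Immature cells, 3 had a difference above that of the cell of capture 2, and the largest was 0.062. These correlations are across genes, which are not independent replicates.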

There are several possible explanations for this result. The first is simply that the proportion of Type I HCs at P1, by comparison with all HCs, is relatively low. A second possibility might be that variations in the sizes of different HC types could lead to a sampling error. The Fluidigm microfluidics chips are designed to capture cells of particular sizes. However, a third explanation might be that the maturation of Type I HCs is an extended process that could take as long as 14 days. Therefore, at P1, even though many cells have begun to develop as Type Is based on expression of Spp1, the transcriptional profiles of these cells are not sufficiently different from other HCs to be identified as a unique cell population based on unbiased clustering analysis.

Similarly, cluster analysis of HCs from P12 or P100 was only able to resolve the two primary HC types. However, anatomical and electrophysiological data suggests the existence of at least two types, striolar and extrastriolar, of both Type I and Type II HCs (Engstrom and Wersall, 1958; Desai et al., 2005; Li et al., 2008; Geleoc et al., 2004; Hoffman et al., 2018; Hurley et al., 2006; Schweizer et al., 2009; Simmons et al., 2010). While it is possible that functional differences are not reflected at a transcriptional level, it may also be the case that the limited number of cells analyzed for this study was insufficient to resolve differences within a particular cell type. With the recent development of higher through-put methods for the collection and analysis of single cells, it should be possible to collect a significantly greater number of utricular HCs in the future, which should provide greater resolution in terms of cell-type specific transcriptomes.

Three new cell-type specific markers, Anxa4 and Mapt for Type II HCs and Spp1 for Type I HCs, were identified and validated. 

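Type I and Type II cells of P12 and P100 were compared over 14195 genes detected in at least 3 cells, with 3 Type I and 5 Type II capture profiles and age as a covariate in limma 3.58.1. At an adjusted p under 0.05 (Benjamini-Hochberg), 26 genes differed, 2 higher and 24 lower in Type I cells, and 1932 genes had an unadjusted p under 0.05. With capture as a block no gene passed, with 1251 genes at an unadjusted p under 0.05. Without capture 10 or 11, 1 gene passed (*Tmem173*, adjusted p = 0.0245 at the lower), and without capture 6, 8 or 9 none passed in limma, with 1441, 1149 and 1356 genes at an unadjusted p under 0.05. Quantile normalization called 86 genes and moved the share of higher ones from 7.69% to 30.2%. The 2 genes higher in Type I cells were *Gm1113* (chromosome 9 of GRCm38, 35509222 to 35518269) with a difference of 6.61 (standard error 0.69, adjusted p = 0.0379) and *Map4k4* (chromosome 1, 39900902 to 40026310) with 5.49 (standard error 0.70, adjusted p = 0.0379). The 5 genes with the largest differences in the other direction were *Tox* (chromosome 4) with -7.27, *Tmem173* (*Sting1* in the annotation, chromosome 18) with -7.23, *Ptn* (chromosome 6) with -6.12, *Gm3893* (chromosome 4) with -5.99 and *Mgst3* (chromosome 1) with -5.78. Their adjusted p lay between 0.00354, for *Tmem173*, and 0.041, and all 7 genes had the same direction in captures 6, 8 and 9. *Gm3893* is annotated as a transcribed pseudogene, so its value is uncertain where RSEM could have shared reads with a similar gene. In *Tmem173* the Type I means were 0.04 in capture 6 and 0 in captures 8 and 9, against 6.75 to 8.06 in Type II cells.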

Differential expression analysis also identified many other potential new markers, which were not validated here. A summary of the validated marker expression patterns is illustrated in Fig. 10D. While our primary interest in these genes was as new markers for vestibular HC types, it is reasonable to postulate about the roles of each of these genes in HC function. Anxa4, a member of the Annexin family of phospholipid binding proteins, has been shown to localize to cytoplasmic and nuclear membranes in response to elevated Ca^2+^ levels (Arii et al., 2015; Grewal et al., 2016; Heinick et al., 2015). Consistent with increased Ca^2+^ in HCs in response to transduction, cytoplasmic and nuclear localization of Anxa4 was observed in Type II HCs. The specific roles of Anxa4 are somewhat unclear, although other Annexins play a role in shuttling specific molecules to the plasma or nuclear membrane (Bandorowicz-Pikula et al., 2012; Domon et al., 2012). Interestingly, elevated Anxa4 levels have been correlated with resistance to platinum-based chemotherapy drugs (Matsuzaki et al., 2014; Morimoto et al., 2014), suggesting that at least some of the heterogeneity in vestibular HC death in response to cisplatin-treatment (Callejo et al., 2017; Cunningham and Brandon, 2006) could be a result of expression of Anxa4 in Type II HCs. Consistent with this hypothesis, Type II HCs show greater resistance by comparison with Type I HCs following cisplatin treatment *in vitro* (L.L. Cunningham, personal communication).

Spp1, formerly Osteopontin, is a non-collagenous osteogenic matrix protein that is present in otoconia and has been reported to be expressed in HCs of the utricle and saccule (Takemura et al., 1994; Uno et al., 2000). However, specific expression of Spp1 in Type I HCs had not been determined in the past. While Spp1 is prominent in mammalian otoconia and plays a role in bone formation in a number of systems, *Spp1* mutants have no obvious defects in otoconial formation and vestibular function is normal suggesting either that it is dispensable (Zhao et al., 2008), or that there may be functional compensation by another matrix protein, as has been demonstrated in *Oc90* mutants in which there is an increase in Sparcl1 (Xu et al., 2010).

Mapt (Tau) has been extensively studied as a microtubule-associated protein that plays a role in the elongation and stabilization of microtubules. In vestibular HCs, prominent microtubules are present in the kinocilia and in association with the cuticular plate where they serve to link the plate to the lateral cell membrane (Surel et al., 2016; Takumida et al., 1995; Vranceanu et al., 2012). However, immunolocalization indicated limited expression of Mapt in HCs prior to P5, suggesting a limited role in the initial development of either the kinocilia or the cuticular plate. Analysis of phenotypes in Mapt mutants suggest a stronger role in maintenance (Šimić et al., 2016), which is consistent with the timing of expression that we observed.

Finally, several lines of evidence have suggested that Type I HCs might transit through a Type II-like state during their development or that mature Type II HCs might ultimately transform into Type I HCs (Kirkegaard and Jørgensen, 2000; Masetto and Correia, 1997; Weisleder et al., 1995). The results of the fate-mapping and cell-type specific expression data presented here suggest that neither of these scenarios is correct. The Type II marker Mapt was not observed at any embryonic time points, even though virtually all Type I HCs develop pre-natally. Similarly, tracking the fates of early post-natal progenitors indicated that virtually all utricular HCs that develop post-natally are Type IIs. This observation is consistent with the lack of expression of Mapt prior to P0. 

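The capture profiles of P1 Immature cells (4 captures) were compared with Type I cells and with Type II cells of the same 3 captures, 6, 8 and 9, over 14195 genes in limma. Against Type I cells 54 genes passed an adjusted p of 0.05, 12 higher and 42 lower in Type I cells, with 1653 at an unadjusted p under 0.05. Against Type II cells 0 genes passed in limma, with 1858 genes at an unadjusted p under 0.05, more than for Type I cells. Without capture 3 the counts were 76 and 19. Without any other capture they were at most 2 for Type I and 0 for Type II cells, with at least 1263 and 1438 genes at an unadjusted p under 0.05 in limma. With genes detected in at least 20 cells they were 330 and 144, and with quantile normalization 225 and 126, where the share of genes higher in Type I cells moved from 22.2% to 45.8%. Both comparisons share the Immature profiles, so their differences across genes are correlated without any effect. The observed correlation was 0.714, and 100 simulated pairs of unchanged groups had a mean of 0.593. The difference between the 2 counts was not tested. On simulated profiles with 200 genes changed by 6 on the log2 scale, limma recovered 59% of them for Type I and 66.5% for Type II cells.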

What does appear clear from PCA analysis and overlap of markers between immature and mature cells is the Type II cells are relatively less distinct from the immature state compared to Type I HCs.

Overall these results suggest that generic, immature HCs develop during the embryonic time period in a medial-to-central followed by central-to-peripheral gradient that begins as early as E10.5. By E14.5, a subset of those immature HCs begins to develop as Type Is. However, rather than mirroring the initial HC development gradient, the first Type I cells are located at the extreme posterior-medial edge of the sensory epithelium. Type I development proceeds in a wave that extends towards the anteriorly and laterally across the utricle such that by P0 Type I HCs are present throughout the utricular epithelium. Expression of Type II specific markers are not observed prior to P0 and the pattern of their development largely mirrors the initial pattern of HC development.

## MATERIALS AND METHODS

### Animals and dissection of utricles

All experiments were conducted in accordance with the NIH Guide for the Care and Use of Laboratory Animals and were approved by the NINDS/NIDCD ACUC. CD-1 mice, obtained from Charles River Laboratories, were used as breeders and as wild-type mice for antibody labeling. *Atoh1^creErt2^* mice (Fujiyama et al., 2009) were kindly provided by Stephen Maricich, Case Western Reserve, and *Plp1^creErt2^* mice were provided by Brandon Cox, Southern Illinois University School of Medicine (Gómez-Casati et al., 2010; McGovern et al., 2016). The Tg(*Lfng-EGFP*)HM340Gsat BAC transgenic mouse line (*Lfng^EGFP^*) was generated by the GENSAT project (Gong et al., 2003) and was obtained from A. Doetzlhofer (Johns Hopkins University); B6;129S6-*Gt(ROSA)26Sor^tm9(CAG-tdTomato)Hze^*^/^ J mice (*R26R^CAG-tdTomato^*) were generated by H. Zeng and were obtained from Jackson Laboratories; and *Gfi1^Cre/+^* mice (*Gfi1^Cre^*) were generated (Hwang et al., 2010) and generously provided by L. Gan (University of Rochester). These three lines were crossed to generate mixed-background *Lfng^EGFP^*; *R26R^CAG-tdTomato^*; *Gfi1^Cre^* mice that express GFP in all inner ear sensory patches and tdTomato in HCs (Burns et al., 2015). Mice of either sex were used for all experiments. *Lfng^EGFP^*; *R26R^CAG-tdTomato^*; *Gfi1^Cre^*mice were used for single-cell RNA-Seq experiments at the indicated ages.

To perform lineage tracing, a single dose of tamoxifen was administered to pregnant females on embryonic day 10 (E10.5), E11.5, E14.5, or E17.5 (100 ml/mouse at a concentration 20 mg/ml, oral gavage). Tamoxifen was also administered to *Atoh1^creErt2^*; *R26R^tdTomato^* or *Plp1^creErt2^*;*R26R^tdTomato2^* pups through IP injection at post-natal day 0 (P0.5) or P1.5. Pups were then raised to maturity (>P60) prior to euthanasia and dissection of utricular maculae.

Briefly, inner ears were dissected out of the temporal bone and utricles were isolated. The utricular roof was dissected away and otoconia were removed using an eyelash prior to fixation in fresh 4% paraformaldehyde in phosphate-buffered saline (PBS) at room temperature for 1 h. Both right and left utricles were used and sex of the animals was not noted.

### Dissociation and single-cell capture

Single-cell dissociation and capture was performed as described previously (Burns et al., 2015). Briefly, for each utricular cell capture, four to five *Lfng^EGFP^*; *R26R^CAG-tdTomato^*; *Gfi1^Cre^* mice from one to three litters were euthanized at P12 or P100. At P12 and P100 in these mice, GFP expression is restricted to extrastriolar supporting cells. tdTomato is expressed at high levels in all HCs and at low levels in an undetermined cell population within the underlying mesenchyme. The vestibular labyrinth was removed from each ear (*n*=8–10 utricles per single cell capture), and utricles were isolated in ice-cold DMEM/F-12 (Life Technologies). The roof and non-sensory epithelium were trimmed away with forceps, and otoconia were removed with a hair. A small strip of transitional epithelium at the border between sensory and non-sensory epithelium was included to be sure that all cells within the sensory epithelium were isolated. The presence of GFP and tdTomato signal was verified with a fluorescence stereomicroscope, and utricles were transferred to a solution of DMEM/F-12 containing 0.2 mg/ml thermolysin (Sigma-Aldrich), 10 units/ml elastase (Worthington) and 10 kunitz/ml DNase I (Stem Cell Technologies) for 30 min at 37°C. The organs were then returned to ice-cold DMEM/F-12 where the epithelium was separated from the underlying mesenchyme, removing any non-HCs that might express tdTomato. The delaminated epithelia were collected in a curette and transferred to a 1.5 ml Lo-Bind Eppendorf tube containing 20 units/ml papain, 1 mM L-cysteine, 0.5 mM EDTA, 10 kunitz/ml DNase I in 0.5 ml of EBSS. The tube was placed with the cap open in an incubator at 37°C and 5% CO_2_ for 1 h, and during this period the tube was removed every 15 min to gently triturate the epithelia with a 200 μl pipette. After the incubation, the dissociated cells were gently triturated 10–20 times with a blunted 26-G needle.

At the end of the incubation period, papain was inhibited by adding an equal volume of 10% ovomucoid in DMEM/F-12. The suspension was then sequentially passed through a 20 µm and 10 µm strainer (Pluriselect) to remove clumps of cells, and the dissociated cells were then pelleted at 300 ***g*** in a swinging bucket centrifuge for 5 min at 4°C. The supernatant was aspirated until only 15–20 μl remained, and the cells were resuspended and placed on ice until counting and capture.

Cell capture, lysis, SMARTer-based RT and PCR amplification of cDNA was performed on a Fluidigm C1 platform as outlined in the manufacturer's protocol (PN 100-7168 I1 and in Burns et al., 2015). Briefly, after obtaining a single-cell suspension, 10 μl of cells at a final concentration of 2.5×10^5^–7×10^5^ cells per ml were loaded onto a medium-sized (10–17 μm) integrated fluidics circuit (IFC). Cell concentration was estimated at a 1:10 dilution using an automated cell counter (Luna). The IFC was placed in the C1 system, where cells were automatically washed and captured. After capture, the chip was removed from the C1, and a 30 μm stack of widefield fluorescence and brightfield images was recorded at each capture site using a ×10/0.4 numerical aperture objective on an inverted Zeiss Axio Observer.Z1 microscope equipped with a motorized stage. A custom script was written within the Zeiss Zen Blue software to automate this process. Average imaging time for all 96 capture sites was 35 min. After the imaging period, the IFC was returned to the C1 where lysis, RT and PCR were performed automatically within individual reaction chambers for each cell. For RNA-Seq, mixes were prepared from the SMARTer Ultra Low RNA kit (Clontech) according to the volumes indicated in the Fluidigm protocol. The thermal cycler within the C1 performs 21 rounds of PCR amplification to obtain enough material for RNA-Seq. cDNA was manually collected from the output channel of each capture site and stored in a 96-well plate at −20°C until library preparation. The average time from dissection to cell lysis was ∼3 h. Cells from P12 mice were captured on two IFCs in two independent experiments, and cells from P100 mice were captured on three IFCs in three independent experiments.

### Single-cell RNA-Seq

Single cells were selected from the z-stack images of each capture site, eliminating any sites with suspected multi-cell or empty captures. Fluorescent protein levels were not used to select cells in this study, but were instead used to confirm expected identity from the unbiased clustering analysis. Therefore, a mix of GFP-positive, tdTomato-positive, and negative cells were prepared for sequencing.

The concentration of cDNA obtained from each capture site was measured in duplicate using a PicoGreen assay (Life Technologies) and a Beckman Coulter DTX 880 fluorescence plate reader. cDNA was diluted to a final concentration of 0.1–0.3 ng μl^−1^, then tagmented and tagged with adapter sequences using the Nextera XT DNA Sample Preparation Kit (Illumina), as described in the Fluidigm protocol. The adapter sequences were then used as primer recognition sites for a limited-cycle PCR reaction (12 cycles) in which sequencing primer and unique barcode sequences were added using the Nextera XT DNA Sample Preparation Index Kit (Illumina). Finally, barcoded libraries from 48 cells were pooled and cleaned using AmPure XP beads (Agencourt). Single-cell libraries originating from multiple C1 captures were pooled together to avoid compounding any potential C1 capture bias with sequencing lane bias.

Each collection of 48 pooled single-cell libraries was sequenced on a single-flow cell lane of an Illumina HiSeq 1000 to an average depth of 3.4 M reads using 90×90 paired-end reads. Reads were de-multiplexed and then aligned to a Bowtie index based on the NCBI-annotated mouse transcriptome (extracted from the 26,583 genes in GRCm38 genome with the corresponding GTF) using Bowtie 2v2.2.3. The sequences and identifiers for enhanced GFP (EGFP) and tdTomato were appended to the genome FASTA and the GTF before creating the index used for alignment. For each cell (library), relative transcript abundances were estimated from the aligned reads using RSEM v1.2.19 (default parameters). RSEM estimates transcript abundance in units of transcript per million (TPM). The abundances reported here are at the gene level, which RSEM calculates by summing the estimated transcript abundances for each gene. Alignment and abundance estimation were carried out on the NIH/Helix Biowulf cluster. TPMs from the P12 and P100 samples were combined with a previously published dataset of 158 cells from the P1 mouse utricle (Burns et al.). Relative transcript abundance estimates were normalized by scaling each sample by the median of the geometric means across all samples.

### Analysis of scRNAseq data

Any cells that appeared unhealthy in the recorded capture site images were excluded from library preparation. To further identify potentially unhealthy cells with abnormally low expression levels, we passed the cells through the outlier identification function provided in SINGuLAR Analysis Toolset 3.0, Fluidigm's R package for single-cell expression analysis. Outlier identification in SINGuLAR proceeds by trimming low-expressing genes until 95% of the genes that remain are above 1 nTPM in half of the cells. A distribution of combined gene expression is created from these cells, and outliers are considered as cells whose median expression across the identified gene list is below the 15th percentile of the distribution. Using these routines, 15 cells were excluded from the analysis. The resultant dataset consisted of 330 cells spanning the three ages.

To identify the HCs within the dataset, we employed hierarchical clustering, which appeared to segregate HCs from supporting cells and transitional epithelium cells at the first node on the resultant dendrogram. The cluster contained all of the HCs previously identified as such in the published P1 dataset, and every cell except for one was tdTomato-positive in the capture site images. Based on this evidence we selected the 113 cells from the HC cluster for further analysis. The distribution by age was 37 P1 cells, 51 P12 cells, and 25 P100 cells. The supporting cell and transitional epithelial cell data is not the subject of this report and will be presented elsewhere.

To identify subtypes of HCs, unbiased clustering was performed with Seurat v2.0 (Satija et al., 2015). Briefly, genes with detectable expression in 2 or fewer cells were removed from the dataset, which resulted in a data matrix of 15,560 genes by 113 cells. The gene by cell matrix was then log normalized, scaled, and centered. Principal component analysis (PCA) was performed using a subset of genes with high variance, and the resultant PCA was projected onto the full gene set. For unbiased classification of cells, Seurat uses a shared nearest neighbor algorithm on a pre-defined number of PCs. We chose the first four PCs based on a PCA elbow plot and set the clustering resolution to 1. This method identified three unique clusters in the dataset, consisting of immature, Type I, and Type II HCs, as described in the Results. Tests of differential expression were performed in Seurat with default parameters.

### Immunohistochemistry

Utricles were permeabilized and blocked for 2–3 h at room temperature in 0.5% PBS-Triton (PBS-T) and 10% normal donkey or goat serum (Vector Labs). Samples were incubated overnight at 4°C in primary antibodies diluted in 2% donkey/goat serum and PBS-T, followed by three rinses in PBS-T. Primary antibody labeling was detected using Alexa Fluor-conjugated secondary antibodies (1:400; Invitrogen) and/or DAPI (1:1000) also in 2% donkey/goat serum, PBS-T for 3 h. Finally, samples were washed three times with PBS and mounted in SlowFade (Life Technologies) for imaging. Images were taken using a Zeiss LSM 710 microscope at 40×/1.4 Oil DIC M27 and/or 20×/0.8 M27. The following primary antibodies and dilutions were used in this study; Ms α Calbindin2 at 1:200 (MAB1568; Millipore), Rb α Calbindin2 at 1:200 (AB5054; Millipore), Gt α Anxa4 at 1:200 (AF4146; R&D Systems), Ms α Pou4f3 at 1:200 (sc-81980; Santa Cruz Biotechnology), Rb α Myosin VIIA at 1:200 (25-6790; Proteus BioScience), Gt α Spp1 at 1:200 (AF808; R&D Systems), Gt α Ocomodulin at 1:200 (sc-7446; Santa Cruz Biotechnology), Rb α Tnc at 1:200 (AB19013; Millipore), Ms α Mapt at 1:200 (4019; Cell Signaling Technology).

### Quantification of marker expression

Utricles obtained at P0, P12 or P64 were labeled using antibodies for Myosin7a, as a pan hair cell marker, and one or more of the following, anti-Calb2, Anxa4, Mapt or Spp1. Whole mounts were imaged on a Zeiss LSM 710 using expression of Myosin7a to identify hair cells. Hair cells were classified as Type I or Type II using the ortho function in Zen Black. Then expression of individual markers was determined. A minimum of three samples were counted for each time point and sample with a minimum of 80 cells examined per sample.

### Quantification of cell fates

In utricles from *Atoh1^creErt2^*;*R26R^tdTomato^* or *Plp1^creErt2^*;*R26R^tdTomato2^* animals induced at E10.5, E11.5, E14.5, E17.5, P0.5, or P1.5, all cells positive for tdTomato were counted manually using the Cell Counter plug-in of ImageJ (NIH). Cells were determined to be HCs or supporting cells based on morphological differences between the two; supporting cell nuclei were found to be lower in the sensory epithelium and appeared star-like at their apical surface, this method of identification was confirmed in some (but not all) samples where supporting cells did not appear to be labeled by generic HCs markers, Myo7a or Pou4f3. tdTomato^+^ HCs were determined to be Type I or Type II based on the presence or absence of Opn (Type I) and/or Calb2 (Type II) and on morphology. Cells that showed restricted expression of Spp1 in a neck region were counted at Type Is. Cells that were negative for Spp1 but positive for Calb2 and had a non-flask shaped morphology were considered as Type IIs. Cells that expressed both Spp1 and Calb2 were counted as non-definitive. Tallies were also kept of HCs that were found to contain both Type I and Type II labels, Opn and Calb2, or contained neither label.

## Supplementary Material

Supplementary information

# Supplementary material for: Characterization of spatial and temporal development of Type I and Type II hair cells in the mouse utricle using new cell-type-specific markers
**Source:** Biol Open. 2018 Nov 15;7(11):bio038083. doi: 10.1242/bio.038083
**Supplement:** Supplementary information

Supplemental Table 1. Lineage tracing for Atoh1+ and Plp+ utricular hair cells. Upper panel indicates average number of each cell type that was positive for tdTomato and for the indicated cell type markers. Lower panel presents the same data but as a percentage of the total number of tdTomato+ cells. Blue box indicates percentage of labeled cells that develop as hair cells or supporting cells.

| Cre-Driver | Sample Size (n) | Age at Induct. | Type I HC<br>Spp1+ | Type II HC<br>Calb2+ | Doubl. Pos. HC<br>Spp1+/Calb2+ | Unlabl. HC | Supp. Cell | Total tdTom+ HCs | Total tdTom+ Cells |
|------------|-----------------|----------------|--------------------|----------------------|--------------------------------|------------|------------|------------------|--------------------|
| Atoh1      | 4               | E10            | 6                  | 0                    | 1.8                            | 0.3        | 0.3        | 8                | 8.3                |
| Atoh1      | 6               | E11            | 103.3              | 8.8                  | 0.7                            | 1          | 50.7       | 113.8            | 164.5              |
| Atoh1      | 7               | E14            | 251.3              | 8.3                  | 12                             | 10         | 14.7       | 281.7            | 296.3              |
| Atoh1      | 6               | E17            | 931                | 76                   | 44.6                           | 35.6       | 159        | 1087.2           | 1246.2             |
| Atoh1      | 6               | P0             | 545.2              | 236.8                | 83                             | 47.7       | 202.3      | 912.7            | 1115               |
| Plp        | 6               | P0             | 14.3               | 481                  | 2.8                            | 3.2        | 3451.3     | 501.3            | 3952.7             |

| Cre-Driver | Age at Induct. | Type I HC<br>Spp1+ | Type II HC<br>Calb2+ | Doubl. Pos. HC<br>Spp1+/Calb2+ | Unlabl. HC | Total HCs | Total SCs |
|------------|----------------|--------------------|----------------------|--------------------------------|------------|-----------|-----------|
| Atoh1      | E10            | 75.71%             | 0.00%                | 20.71%                         | 3.57%      | 96.88%    | 3.13%     |
| Atoh1      | E11            | 91.19%             | 7.42%                | 0.63%                          | 0.76%      | 69.81%    | 30.19%    |
| Atoh1      | E14            | 88.74%             | 3.52%                | 4.45%                          | 3.29%      | 94.61%    | 5.39%     |
| Atoh1      | E17            | 84.57%             | 7.58%                | 4.95%                          | 2.90%      | 86.65%    | 13.35%    |
| Atoh1      | P0             | 59.77%             | 24.96%               | 9.99%                          | 5.28%      | 84.50%    | 15.50%    |
| Plp        | P0             | 2.88%              | 95.67%               | 0.67%                          | 0.78%      | 12.52%    | 87.48%    |

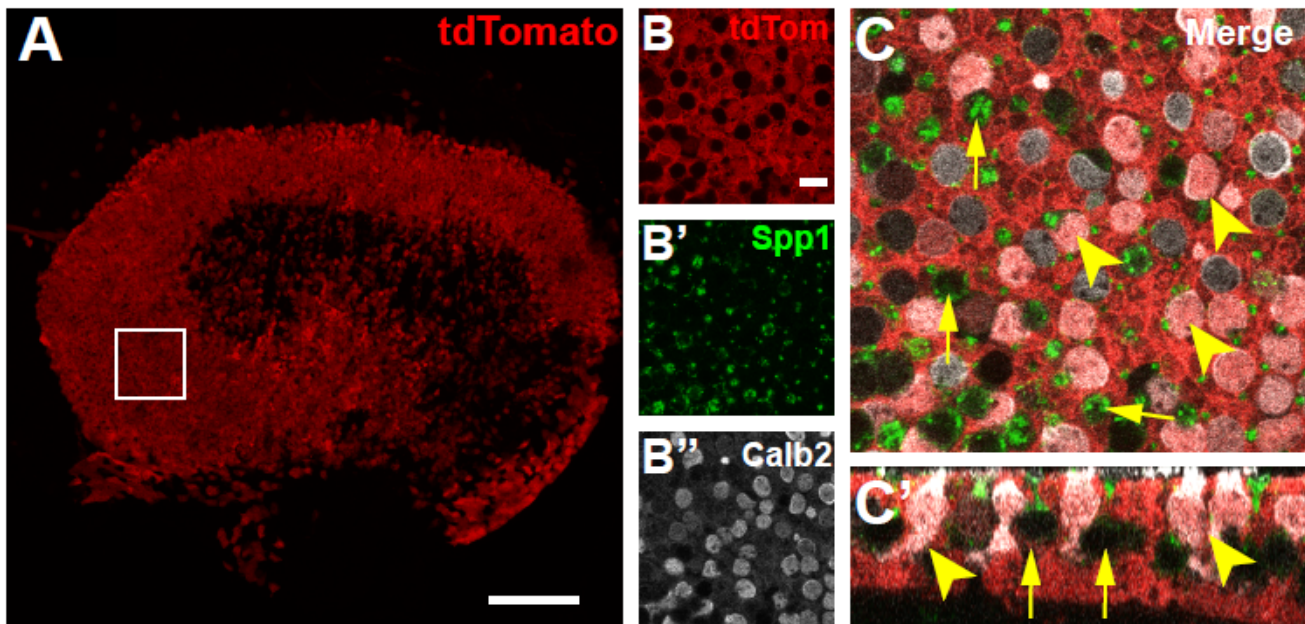

**Supplemental Figure 1.** Quantification of expression of hair cell markers. Average expression, as a percent of total hair cells counted, of the indicated markers at the indicated time points. Calb2 and Anxa4 are broadly expressed in all hair cells at P0. At P12 and P64, expression is maintained in Type II HCs but decreases in Type I HCs. In contrast, Mapt is only present in 6% of HCs at P0 but is observed in greater than 75% of Type II HCs at P12 and P64. At P0, Spp1 is expressed in approximately 25% of all hair cells but in greater than 60% of those cells that can be identified at Type I HCs. At P12 and P64 approximately 90% of all Type I HCs are positive for Spp1 while the number of Type II HCs that express Spp1 drops to less than 5% at P64. The data presented for the P64 time point is also presented in Fig. 5D.

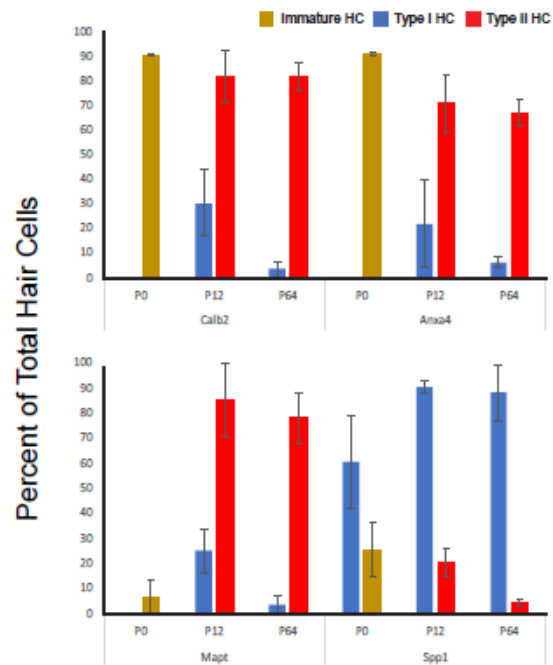

**Supplemental Figure 2.** Type I and type II HCs are generated postnatally. A. Low magnification image of an adult *Plpcr;R26RtdTomato* utricle induced on P1. Recombination (red) is uniform across the epithelium with the exception of the striolar region. B-B'. High magnification view of the boxed region in A, illustrating expression of tdTom (B), the Type I HC marker *Spp1* (B') and the Type II HC marker *Calb2* (B''). Note the presence of tdTomato-negative cells in B, which most likely represent HCs that were generated prior to induction. C. Merged image of the panels shown in B. Most of the tdTomato negative cells appear to be Type I HCs based expression of *Spp1* in the necks of those cells (arrows in C and C'). In contrast, many of the *Calb2*-positive Type I HCs are also positive for tdTomato (arrowheads in C and C'), indicating that they were generated postnatally.

How the deposited data were processed for this re-analysis (not part of the article)

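Single HCs of the mouse utricle from 9 captures were analysed, with 37 cells at P1, 50 at P12 and 25 at P100. The authors sequenced each cell, mapped the reads with Bowtie 2 v2.2.3 to the NCBI transcriptome of GRCm38, estimated TPM with RSEM v1.2.19, and scaled the cells of all ages by the median of the geometric means. They removed outlier cells and cells that were not HCs before the table was deposited. The deposited values are log2(nTPM + 1) as made by the authors. The methods name a log normalization of the matrix without its base or pseudocount, which were read from the values. The values have a maximum of 16.18, and their antilogs minus 1 sum to between 537363 and 1462477 per cell. Each value column belongs to 1 cell and was matched to it by name. The capture was read from the ending of the cell's label. TPM keeps no read numbers, so neither depth nor counting error of a value is known, and the number of genes detected at an nTPM of at least 1 stands in for depth. The median over all cells was 5150.5 detected genes. Of the 15560 rows, 22 had a name that a spreadsheet had turned into a date number. They held a median of 0.235% of the summed nTPM of a cell and were left out. In the table 950 rows were above 0 in 1 or 2 cells. Of the named rows 13005 matched the reference annotation (RefSeq for GRCm38) by symbol and 1532 by 1 synonym.

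The comparisons, the tests, the rule for named genes and the alternative settings were chosen before the data were examined, apart from robust empirical Bayes, the number of detected genes as a covariate, cells matched on that number, and the further tests that later sections name as chosen once the result was seen, all of which were added afterwards. The log2 values of the cells of one type in one capture were averaged. Type I and Type II profiles of P12 and P100 were compared with limma 3.58.1 (lmFit, eBayes with trend) with age as a covariate, P1 Immature profiles with Type I and with Type II profiles of captures 6, 8 and 9 without a covariate, and the type by age term was fitted in a further model. Genes with an nTPM of at least 1 in at least 3 cells were kept, p was adjusted by Benjamini-Hochberg over 14195 genes, and the threshold was 0.05. The named genes are those the paper names for the single-cell data, the genes behind its antibodies and drivers, and up to 5 genes in each direction with the largest difference among those past the threshold and with one direction in captures 6, 8 and 9. For 17 of them, capture means of the 3 types over all ages were compared by exact permutation tests with adjustment over 51 tests. The P1 cells classified as Type I entered only these tests and 1 alternative setting of limma, because they are single cells of their captures. Intervals of shares are exact binomial at 95%.

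PCA and clustering used the genes that pass the mean.var.plot limits of Seurat 5.3.0, 4 PCs and a resolution of 1. The paper used an earlier version of Seurat. Alternatives were pseudocounts of 0.1 and 10, a minimum of 20 cells per gene and no such filter, the log2 of the mean over cells, quantile normalization, fits without age, with capture as a block, with weights, with each cell as a unit, without the tenth of cells with the fewest detected genes, and without each capture in turn, and for the clusters other numbers of PCs and genes, resolutions of 0.6 and 1.4, and LogNormalize. Whether captures act as pairs was checked by the correlation across genes of the capture 6 minus capture 9 difference in Type I and in Type II cells, which was 0.155 over 14195 genes, which are not independent replicates. A positive value does not rule out an effect shared by the types of a capture. Capture was nevertheless not a block in the tests named first, which treat the profiles of a shared capture as independent. With the block, limma called 0 genes between Type I and Type II cells, against 26 without it, with 1251 at an unadjusted p under 0.05.

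The limma fits were tested on simulated profiles with 200 changed genes. A change of 3 on the log2 scale was recovered for 16.5% of them between Type I and Type II cells, 3.5% between Immature and Type I cells and 1.5% between Immature and Type II cells, and a change of 6 for 86%, 59% and 66.5%. Other splits of the profiles were counted for each comparison. Lists of marker genes for HCs, supporting cells, macrophages, afferent neurons, glia, red blood cells, X-inactivation, Y-linked genes and dissociation stress were compared between Type I and Type II cells of captures 6, 8 and 9. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and R 4.3.3 were used. Monocle, the raw reads, immunolabeling and in situ hybridization were not used here.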

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

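The tests of RNA from supporting cells and of maturity in capture 6, of RNA from Type II cells in capture 6, of *Spp1* in cells other than Type I, of stress and of labels at P1 were chosen only after the result was seen. Capture means of the named genes were screened for a single capture far from the others of its type, by the gap to the nearest capture relative to the whole range. Of 99 groups of captures, 14 had such a capture, where chance gives about 4.95. Many groups hold several captures listed at 0, so a small value can stand far from the others.

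Capture 6 (P12) accounted for 9 of the 14. *Lfng* was 4.83 in its Immature cell (other captures 0.72 to 1.69), 1.10 in its Type I cells (0 to 0.14) and 2.56 in its Type II cells (0 to 0.66). In its Type I cells *Atoh1* was 1.02, *Sox2* 1.81, *Gm3893* 0.78 and *Tmem173* 0.041, each above all other Type I captures. *Ptn* was 6.28 in its Type II cells, below the others (7.30 to 7.66), and *Tnc* 4.78 in its Immature cell, below the P1 captures (7.28 to 7.71). *Lfng* marks supporting cells, so RNA from supporting cells was tested with the other 7 genes of their list. The median difference between captures 6 and 9 over both types was 0.016. In Type I cells 3 of the 7 genes were higher in capture 6 and in Type II cells 5 of 7, so the list decided nothing. The most abundant of these, *Sparcl1*, had 0.95 in Type I and 2.48 in Type II cells of capture 6. A second candidate explanation is that the cells of capture 6 were less mature. Across genes, the capture 6 minus 9 difference in Type II cells had a correlation of 0.0823 with the P1 Immature minus P100 Type II difference. In Type I cells it was 0.0114. Differences between Type II cells of P100 captures were set against another axis, P1 Immature minus P12 Type II of capture 9, so that no profile enters both sides, and gave -0.00734 to -0.000777. They are therefore not the same measure. Genes are not independent replicates, and with 2 captures at P12 these explanations and a plain difference between chips cannot be told apart. The Immature cell of this capture is from P12, so for *Lfng* and *Tnc* age and capture are confounded.

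In capture 8 (P100) *Gfi1* was 0.74 in the 3 Type I cells against 6.54 to 7.67 in the other Type I captures, and *Mapt* was 2.22 against 0 to 0.50, from 1 cell. In the Type II cells of capture 8 *Gfi1* was 6.31 (other Type II captures 6.83 to 8.75) and *Mapt* 5.2 (3.2 to 5.4). For these genes, this argues against a chip effect of equal size in both types. All Type I cells of P100 come from this capture. Age, a chip effect on Type I cells and the small number of cells stay open, and no test of a technical explanation was run for these.

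At P1 *Ocm* was 9.29 in the single Type I cell of capture 5 (other Type I captures 0 to 1.72), and 0 in the single Immature cell of capture 3 (other P1 captures 0.81 to 0.97). Both rest on 1 cell. *Spp1* was 4.88 in the Immature cells of capture 2 against 0 to 0.87 in the other Immature captures, from 3 cells. A mislabelled sample, here a cell with the wrong class, could give this pattern. The correlation across genes with the P12 Type I profile minus that with the P1 Immature profile was higher in 3 Immature cells than in the lower of the 2 P1 Type I cells, and 2 Immature cells but 0 Type I cells had a difference above 0. One of these 2 was a cell of capture 2 with *Spp1* at 13.99. That cell lay in the cluster of most Type I cells and at 1.25 on PC1, with *Calb2* listed at 0 but *Atoh1* at 1.91. The other, of capture 4, lay in the cluster of most Immature cells and at -0.31 on PC1, with *Spp1* listed at 0. The classes were made from these values, and 2 P1 Type I cells are too few to set a boundary, so a wrong class and a transitional state cannot be told apart.

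Within capture 8 (P100) Type I minus Type II was -1.54 for *Kcnma1* and -1.29 for *Ocm*, against means of 1.90 and 0.74 at P12. Over all 3 P100 captures *Kcnma1* had -1.49, but *Ocm* 0.06, with the sign of P12. The difference between the ages was tested with the type by age term of limma, which uses all captures. It was -3.40 for *Kcnma1* (standard error 0.90, adjusted p = 0.265) and -0.68 for *Ocm* (standard error 1.36, adjusted p = 0.879), so neither was shown to differ between the ages. P100 Type I cells come from 1 capture of 3 cells, and age and capture are confounded here.

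The heat shock genes *Hspa1a* and *Hspa1b*, which the paper does not discuss, were higher in Type I than in Type II cells of captures 6, 8 and 9 by a mean of 2.66 and 2.79. Most of this came from capture 8, with 6.30 and 5.97, where all 3 Type I cells had both genes. Stress of dissociation could raise these genes. The 6 immediate early genes of the list had a median difference of -0.053, and 1 of the 6, *Egr1*, was higher in Type I cells. Their differences went both ways, so the test does not decide. A difference between the types in their response to isolation stays open and was not tested.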

How the results depend on the processing

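The settings with robust empirical Bayes, with detected genes as a covariate and with matched cells were chosen after the results were seen. Some differences changed sign, and those named here for single genes had not passed the threshold. Within shared captures *Calb2* Immature minus Type II (-1.26) was 1.77, from capture 6 alone, and *Cacna1d* Immature minus Type I (1.07) was -0.125. *Kcnma1* Type I minus Type II in limma (0.448) was -0.303 with the log2 of the mean over cells. In matched cells the difference in correlation with Immature cells (-0.051) was 0.002. For the genes followed in limma, 75 values no longer passed the threshold under an alternative, 11 came to pass it, and the others kept their side. For the contrasts of named genes 134 kept it and the others no longer passed. Of the shares of cells with a marker detected, 45 stayed within their counting interval and 15 moved with the minimum. Unless a reason is given, the cause was not tested.

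The number of genes called between Type I and Type II cells (26) was 41 with a pseudocount of 0.1, 2 with 10, 246 with a minimum of 20 cells per gene, 1 without a filter, 3 with the log2 of the mean over cells, 86 with quantile normalization, 116 with robust empirical Bayes, 45 without age, 48 with weights, 3 with the P1 Type I cells added, 13 without the tenth of cells with the fewest detected genes (7 cells) and 373 with each cell as a unit, which counts cells as replicates. With capture as a block 0 were called in limma, with 1251 at an unadjusted p under 0.05. The block leaves 3 captures that hold both types. With each capture left out in turn the count was 0 to 1, with 1149 to 1791 genes at an unadjusted p under 0.05.

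Between Immature and Type I cells (54) the count was 110 and 31 with pseudocounts of 0.1 and 10, 330 with a minimum of 20 cells, 6 with the log2 of the mean, 225 with quantile normalization and 172 with robust empirical Bayes, and 0 to 76 with 1 capture left out. The 76 came without capture 3, whose Immature profile is 1 cell. Between Immature and Type II cells (0 in limma, 1858 at an unadjusted p under 0.05) it was 144 with a minimum of 20 cells, 126 with quantile normalization and 41 with robust empirical Bayes, and 0 to 19 with 1 capture left out, the 19 also without capture 3. The type by age term (0 in limma, 1551 at an unadjusted p under 0.05) called 46 genes with a pseudocount of 10 and 24 with a minimum of 20 cells. With capture as a block it called 0, with 1693 at an unadjusted p under 0.05. With 1 capture left out it called 0 to 462 genes. The 428 without capture 6 and 462 without capture 9 take their spread from the 3 P100 Type II profiles alone. Without capture 8 the term could not be fitted.

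Of the 51 tests of named genes 9 passed, and 0 with a pseudocount of 10, with the log2 of the mean over cells, with profiles of at least 3 cells, and without any 1 capture (0 to 0). In these settings 13 to 19 of the 51 exact permutation tests had an unadjusted p under 0.05. Profiles of at least 3 cells raise the smallest possible p. Leaving out a capture raises it, from 0.00794 to 0.0286, only where that capture holds both types compared, and the adjustment also depends on how many of the 51 tests reach it. With captures as blocks none could pass, since 3 shared captures allow no p under 0.25 and Immature and Type II cells share only capture 6. For the other settings the cause was not tested.

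The difference on PC1 (0.412, p = 0.0179 in the exact permutation test) was 0.505 with a pseudocount of 10 (p = 0.0714), 0.494 with captures as blocks (smallest p 0.25), 0.822 with detected genes as a covariate and 0.709 in matched cells, and 0.329 to 0.448 with 1 capture left out. With 500 or 5000 genes it was 0.999 and 1.051. The difference on PC2 (1.92) was 1.7 with captures as blocks (smallest exact p 0.25), 1.368 in matched cells, and 1.74 to 2.134 with 1 capture left out. The adjusted Rand index of the clusters (0.647) was 0.511 at a resolution of 1.4. Co-expressing cells (14.7%) were 49.3%, 28% and 0% at minimum values of 1, 10 and 1000, where a stricter minimum admits fewer cells. Depth is unknown, and a value listed at 0 gives no limit on expression.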

Differences from the paper's values

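The comparison of statements below was made after the results were seen, with the tests of the earlier sections. The paper gives 8.5% of P1 cells, and elsewhere 5 cells, as Type I. In the deposited classification it was 5.41% and 2 cells. The classification is fixed, so none of the alternatives set before the data were examined changes either value. The paper also counts 51 cells at P12, where the deposited table holds 50, and which cell is missing is not stated.

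The paper reports 3 groups of cells from its clustering, and 3 were found here, but 5 at a resolution of 1.4. The paper states that *Ocm* is raised in Type I cells. Type I minus Type II was 1.74 (exact permutation p = 0.452), and no setting called it, including limma with each cell as a unit (adjusted p = 0.892, over settings 0.287 to 1.0 in the exact tests). It states that *Kcnj2* is raised in Immature and Type II cells. Type I minus Type II was -1.15 and Immature minus Type I 1.08, neither called under any setting, with adjusted p for the first between 0.147 and 0.533. It states that *Sox2* is raised in Immature and Type II cells. Immature minus Type I was called, and Type I minus Type II (-2.14, adjusted p = 0.0867, 0.0675 to 0.25 over settings) was called with each cell as a unit in limma (adjusted p = 1.06e-05). It states that *Anxa4* differs at P12 and at P100. Over both ages it was called in limma (-5.27, adjusted p = 0.0379), but at either age alone no exact permutation test can reach 0.05.

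The paper describes *Spp1* as nearly exclusive to Type I cells. The difference was 9.57 (adjusted p = 0.0548), and it was called in limma with a minimum of 20 cells (1.77e-05), quantile normalization (0.000525), no age covariate (0.0256), weights (0.0461), each cell as a unit (4.4e-05) and robust empirical Bayes (0.000622), which was chosen after seeing the values. *Spp1* was detected in 17 of 43 Type II cells, and in 8 of 35 P1 Immature cells. The paper states that *Calb2* falls in Type I cells by P12. The P12 Type I means were 6.76 and 2.19, and the difference from P1 Immature cells was -2.09 (exact permutation p = 0.133, smallest possible 0.0667). The paper assigns every P12 and P100 cell to Type I or Type II, and 1 of 75 was classified as Immature.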

Other observations

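The tests on splits that part the shared captures, on profiles that do not overlap, on the Immature comparisons, on genes at an unadjusted p under 0.05, on matched cells, on correlation with Immature cells, on detected genes within a type, on low *Spp1* values and on *Calb2* in capture 6 were chosen only after the result was seen. Those of macrophages, afferent endings, 2 cells at one site, splits of the Type I and Type II profiles, and PC1 were set earlier.

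The 26 genes called between Type I and Type II cells were compared with the other ways to split the 8 profiles into 3 and 5. Of 56 splits 7 gave as many genes, the real one included. The largest other count came from the split that sets apart the Type II profiles of captures 8, 10 and 11. With age in the fit, this split compares them with the 1 Type I profile of P100. It is therefore a contrast of the types within P100 and not an unrelated grouping. Among the 8 splits that part captures 6, 8 and 9, which hold both types, 1 gave as many, the real one, where 8 splits cannot give a share under 0.05. Genes whose Type I profiles all lie above or all below the Type II profiles numbered 1080 of 14195 (167 above, 913 below), 7.61% where chance gives 3.57%, and 1 of 56 splits, the real one, gave as many (largest other 747). The 54 genes between Immature and Type I cells were reached by 1 of 35 splits. For Immature and Type II cells limma called 0 genes, with 1858 at an unadjusted p under 0.05, so all 35 splits reach the first count by design and it says nothing. Genes at an unadjusted p under 0.05 were as many in 1 of 35 splits, the real one, for Immature and Type II cells (largest other 1253) and for Immature and Type I cells (1653 genes, largest other 1357). For Type I and Type II cells (1932 genes) 2 of 56 splits gave as many, the real one and the P100 contrast of the types above. In the Immature comparisons type is confounded with age and chip.

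Fewer detected genes in Type I cells may account for part of the difference between the types. Of the genes with one direction in captures 6, 8 and 9, 81.4% were lower in Type I cells. In 8 pairs of cells matched to within 250 detected genes (3, 1 and 4 pairs in captures 6, 8 and 9) it was 46.7%. Random subsets of the same size had a median of 72% (60.4 to 84.4%), and 0 of 200 reached the matched value. The lower correlation of Type I cells with the mean P1 Immature cell, -0.051 within captures, was -0.005 with detected genes in the fit and 0.002 in matched pairs. The position on PC1 went the other way. A cell with 1000 more detected genes lay 0.292 SD further along PC1, and with detected genes in the fit the Type I minus Type II difference was 0.822 against 0.522 without, so fewer detected genes did not account for it. Smaller RNA content of Type I cells and lower capture efficiency were not separated.

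*Spp1* is abundant in macrophages, and RNA from macrophages was tested with their list, of which 2 of 8 genes were in the table. *C1qb* was -0.291 in Type I minus Type II cells over captures 6, 8 and 9, with means of 2.28 and 1.5 over all captures, while *Spp1* was higher by 8.89, so macrophage RNA as the whole source of *Spp1* was not borne out. For RNA of calyceal afferent endings, the 6 genes of the neuron list in the table had a median difference of 0.028, with 3 of 6 higher in Type I cells. HCs may express some of these genes, and the test does not decide.

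Cells with markers of both types could be 2 cells at one site. Their number of detected genes differed from that of the other cells of their capture by a median of -14 (one-sided permutation p = 0.416). *Xist* together with a Y-linked gene was found in 1 of 11 against 1 of 64 other cells. Type I cells, which are 8 of the 11, have fewer detected genes, so this comparison can hide an excess. Against other cells of the same capture and type 8 of 11 had more, by a median of 402 (one-sided permutation p = 0.0252, but 0.112 without capture 6 and 0.0671 without capture 8), an excess that 2 cells at one site would give. The median was 265 without capture 8 and 1195.5 without capture 9. A mixed identity, or more RNA recovered from a cell, could also give it, and these stay open. Low *Spp1* values could come from *Spp1*-rich cells of the same capture. Values above 0 and under an nTPM of 100 were found in 33.3% of the cells other than Type I in captures with no cell at 100 or more, and in 29.7% in captures with such a cell. The captures varied from 0 to 50%, and the 2 sets differ in age. At P100 the share was 33.3% in captures 10 and 11, with no such cell, and 14.3% in capture 8, with 3. At P1 it was 47.4% in capture 4 and 0% in captures 3 and 5, with no such cell. It was 0% in capture 2, with 3. Both P12 captures held such cells. Low values in captures with no such cell argue against the analysed *Spp1*-rich cells of the same capture as their whole source. The paper pooled libraries of several captures for sequencing. A comparison by capture therefore cannot decide on *Spp1*-rich cells of other captures. A smaller part from cells of the same capture also stays open.

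*Calb2* was 4.58 higher in Type I cells of capture 6 than of capture 9. RNA from Type II cells of capture 6 would raise their other genes too. The other 49 genes of a list of Type II genes chosen in the P100 captures had a median of 0.304. Their median gap to the Type II level was 2.00 against 5.72 for *Calb2*, so most could not have risen as far. The gap was at least 4.58 for 9 of them, including *Tox*, *Tmem173*, *Ptn* and *Mgst3*, which are named genes here. These 9 rose by 0.041 to 2.31, with a median of 1.533, which is 27.9% of their gap (highest 41%) against 80.1% for *Calb2*, so RNA from Type II cells as the whole cause was not borne out. All 9 lay above 0, but genes with a large gap are low in capture 9, which favors a rise. A smaller part from such RNA and a difference between chips or mice stay open.

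The median over list genes of Type I minus Type II in captures 6, 8 and 9 was -2.16 for HC genes, -0.18 for supporting cells, -0.27 for macrophages, -0.08 for glia, -0.57 for red blood cells (1 gene), 0.20 for *Xist*, -1.11 for Y-linked genes and -0.04 for dissociation stress. *Otof* and *Gfi1* of the HC list and *Lfng* of the supporting cell list are also named genes of the study.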
